# High-Protein Diet Prevents Glucocorticoid-Induced Fat Mass Accumulation and Hyperglycemia

**DOI:** 10.3390/ijms26094212

**Published:** 2025-04-29

**Authors:** Susan J. Burke, Heidi M. Batdorf, Maggie P. Ducote, Thomas M. Martin, Michael D. Karlstad, Robert C. Noland, Sujoy Ghosh, Christopher D. Morrison, J. Jason Collier

**Keywords:** diabetes, glucocorticoids, protein, transcriptomics

## Abstract

Glucocorticoid-induced diabetes is the most common form of drug-induced hyperglycemia. In addition, chronic exposure to glucocorticoids promotes lean mass loss and fat mass accumulation. In this study, we hypothesized that a high-protein diet (60% kcal; HPD) would help to offset sarcopenia during oral administration of corticosterone to C57BL/6J mice. Carbohydrates were reduced in the HPD to ensure it was isocaloric with the normal-protein diet (20% kcal; NPD). We found that the HPD prevented fat mass accumulation but did not protect against reductions in lean mass in both male and female mice. Mice consuming a HPD did not develop hyperglycemia, while mice given the NPD developed hyperglycemia within two weeks. The HPD diet did not improve insulin sensitivity in response to glucocorticoids but did alter gene expression patterns in adipose tissue and liver measured by RNA sequencing. We conclude that a HPD diet may be beneficial to limit rises in blood glucose and adipose tissue accrual during glucocorticoid therapy.

## 1. Introduction

Glucocorticoids (GCs) are endogenously produced hormones that regulate a variety of biological processes, including inflammation, metabolism, bone dynamics, and cardiovascular outcomes. These steroid hormones act through the glucocorticoid receptor (GR), an intracellular receptor belonging to the nuclear hormone receptor superfamily [1,2]. In addition to the physiological actions of endogenous GCs, synthetic glucocorticoids are used clinically to treat numerous diseases, including asthma, chronic obstructive pulmonary disease, cancers, rare disorders with inflammatory and autoimmune origins, and more common pathologies associated with autoimmunity [3]. In addition, most, if not all, tissue transplant recipients require long-term glucocorticoid therapy to prevent rejection of the grafted tissue.

The continued use of GCs is associated with an increased risk of diabetes, a condition often referred to as “steroid-induced diabetes” [4,5,6]. This is one of the most common forms of drug-induced diabetes, with chronic use of GCs contributing to millions of cases of new-onset diabetes annually [7]. The risk of hyperglycemia rises with the duration and dose of GC interventions [8,9]. For example, 17% and 60% of patients with kidney and liver transplants, respectively, became diabetic while using a glucocorticoid to prevent organ rejection [10]. Moreover, nearly 13% of lupus patients became diabetic during glucocorticoid therapy [11]. While the many side effects of GCs are well known [12], it is not currently understood how to best mitigate the adverse effects in situations where chronic GC therapy is recommended or absolutely required for therapeutic benefit.

Some of the side effects of GCs include insulin resistance, skeletal muscle atrophy, and fat mass gain in addition to the risk of hyperglycemia. In this study, we investigated the hypothesis that a high-protein diet could protect against these specific adverse outcomes associated with prolonged exposure to GCs. The rationale was based on evidence from human studies that a high-protein diet promoted lean mass, restricted fat mass, and protected against pathologies evident in humans with existing diabetes [13,14,15]. Accordingly, we used a well-established pre-clinical model of chronic glucocorticoid exposure [16,17,18] to test whether a high-protein diet (HPD) could provide therapeutic benefit against known side effects of GC exposure.

We made several novel observations: (1) HPD prevented progression to hyperglycemia in mice receiving oral corticosterone (cort) administration. (2) HPD did not protect against losses in lean mass but did restrict the cort-induced accumulation of fat mass. (3) HPD did not prevent the onset of insulin resistance. (4) HPD altered the expression of metabolic-pathway-associated genes in adipose tissue and liver during cort exposure, which is correlated with protection against hyperglycemia.

## 2. Results

### 2.1. High-Protein Diet Protects Against Glucocorticoid-Induced Hyperglycemia in Male Mice

Chronic exposure to glucocorticoids leads to insulin resistance and the development of hyperglycemia [17,18,19,20,21,22]. We tested the hypothesis that a diet with high protein and reduced carbohydrates could be protective in the context of glucocorticoid exposure. We found that mice consuming a high-protein diet (HPD; 60% kcal) did not develop hyperglycemia when compared with mice fed a diet matched in fat content but with normal protein (20% kcal; Figure 1A,B). The dotted line in Figure 1A represents the threshold for hyperglycemia in our studies (two consecutive daily measurements of ≥250 mg/dL. Note in Figure 1B that all groups except Cort + NPD overlay. The dotted line in Figure 1B represents 50% diabetes free. The HPD had less carbohydrates than the NPD to ensure the two diets matched in calories. We hypothesized that the HPD would protect against losses in lean mass that are normally observed during chronic glucocorticoid exposure. We found that while total body mass was not significantly different over seven days in response to cort in mice eating the NPD, mice eating the HPD showed reduced body mass on both vehicle and cort when compared with mice on the NPD (Figure 1C). In addition, the HPD reduced fat mass gain (Figure 1D). Our original hypothesis that lean mass loss that normally occurs during cort exposure would be protected by HPD intervention was not supported (Figure 1E). There were minimal changes in fluid mass with a slight but significant reduction between the NPD and the HPD in mice given cort (Figure 1F).

### 2.2. High-Protein Diet Enhances Circulating Glucagon and Suppresses Acute Upregulation of FGF21 During Corticosterone Exposure in Male Mice

The onset of hyperglycemia is typically preceded by insulin resistance in response to glucocorticoid administration in rodents and humans [23,24,25,26]. Therefore, we next performed insulin tolerance tests to assess whole-body insulin sensitivity in the context of the NPD and the HPD. We found that cort-treated mice fed a HPD did not significantly improve insulin sensitivity (Figure 2A,B) despite improving glycemia (Figure 1A,B). The HPD also did not significantly alter serum TGs (Figure 2C) or insulin (Figure 2D). However, circulating glucagon levels were much greater in mice consuming the HPD relative to those given the NPD (Figure 2E). FGF21, another hormone related to protein intake [27,28], was induced in response to cort treatment and suppressed by the HPD early (3 days on diet). FGF21 in circulation was back to near normal levels by day 7 on the diets (Figure 2F).

### 2.3. High-Protein Diet Prevents Fat Mass Accumulation in Female Mice

Glucocorticoids promote fat mass accumulation in rodents and humans [17,18,22,29]. In female mice, a HPD reduced overall body fat over time and prevented the cort-induced accrual of whole-body fat mass (Figure 3A,B). As we observed in male mice, a HPD did not fully protect female mice against losses in lean mass (Figure 3C). Fluid mass was also lower in female mice consuming the HPD (Figure 3D). Similar to male mice, female mice showed reduced insulin sensitivity in response to cort regardless of diet (Figure 3E,F). Serum TGs were elevated in response to cort on the HPD compared to the NPD (Figure 3G) while circulating insulin was elevated by cort regardless of diet (Figure 3H).

### 2.4. Whole-Body Fuel Usage in Male and Female Mice Is Altered in Response to Diet

To maintain isocaloric conditions between the diets, the HPD has less carbohydrates than the NPD to account for the increase in protein as an energy source. We observed that reductions in carbohydrates in the HPD were reflected by changes in the respiratory quotient (RQ), as shown in Figure 4. This phenotype of reduced carbohydrate usage was maintained whether the RQ was measured in the light versus the dark cycle (Figure 4) and in both male (Figure 4A–D) and female mice (Figure 4E–H).

### 2.5. Energy Expenditure (EE) in Male and Female Mice Is Driven by Changes in Protein Content Within the Diet

We next measured energy expenditure over a seven-day period in mice consuming either the NPD or the HPD in the presence and absence of cort. We found that the HPD significantly reduced the total EE (Figure 5). This was true in both male and female mice. By contrast, total spontaneous physical activity was not significantly different between the diets or the mice exposed to cort during this one-week period (Figure 5).

### 2.6. RNA-Seq Reveals Distinct Changes in Transcript Abundance in eWAT and Liver

The HPD had a limited impact on genomic changes in epididymal white adipose tissue (eWAT) regardless of whether mice received cort (56 genes altered; green) or veh control (16 genes altered; blue; Figure 6A). By contrast, cort promoted substantial genomic changes in eWAT regardless of whether mice were fed the NPD (1328 genes altered; red) or the HPD (981 genes altered; yellow). 

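Epididymal fat RNA was sequenced from 16 male mice, 4 in each of the groups Veh NPD, Veh HPD, Cort NPD and Cort HPD. The libraries (QuantSeq) read each transcript from its 3′ end, so that a gene's count does not grow with its length. The authors deposited the raw count of reads on each Ensembl gene in each library, without normalization, and the paper's text does not name the aligner, the counting program or the genome build. The total count per library ranged from 13034283 to 16468871 in Veh NPD (median 14220972.5) and from 15123173 to 18057936 in Veh HPD (median 15946934). It ranged from 11690560 to 15245999 in Cort NPD (median 13807732.5) and from 9794683 to 15906959 in Cort HPD (median 13543694). Between 15861 and 17342 genes had counts in a library, and the 10 most abundant genes held between 23.8% and 28.7% of the counts. Counts were scaled with edgeR's TMM factors, which lay between 0.928 and 1.06, and genes with too few counts for a test were removed with its filterByExpr function. The 15187 genes left were tested in a single fit of the 4 groups with edgeR's quasi-likelihood test, and genes with a Benjamini-Hochberg adjusted p-value under 0.05, the threshold the paper uses, were called. The biological coefficient of variation shared by the genes was 0.372. Levels are in CPM (counts relative to the scaled library total), with the SD between mice, and fold changes are on the log2 scale with their standard error (SE). Gene positions are from the GENCODE annotation of the mouse build GRCm38, which need not be the one the authors counted on.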

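In veh-treated mice, 9 genes differed between HPD and NPD eWAT, of which 2 were higher and 7 lower on the HPD, and 1219 genes had an unadjusted p-value under 0.05, where 759 would by chance. In cort-treated mice, 74 genes differed, 31 higher and 43 lower on the HPD, with 1490 genes at an unadjusted p-value under 0.05. Among the alternatives that left out no library, DESeq2 moved both counts most, to 126 and 195 genes. The count in veh-treated mice was 5 without Veh NPD replicate 4, 64 without Veh HPD replicate 3 and 16 without Veh HPD replicate 4. The count in cort-treated mice fell to 26, 47 and 42 genes without Cort NPD replicates 1, 3 and 4, and to 30 and 41 genes without Cort HPD replicates 3 and 4. Of these libraries, Cort HPD replicate 4 also held transcripts of the epididymis. Gapdh (ENSMUSG00000057666, chromosome 6 from 125161715 to 125166467), which encodes a glycolytic enzyme, was at 25.7 ± 1.27 CPM (SD, n = 4) in Veh HPD and 54.6 ± 10.6 CPM (SD, n = 4) in Veh NPD eWAT, a log2 fold change of -1.08 (SE 0.14, adjusted p = 2.9e-04 from edgeR's quasi-likelihood test). Marc1 (ENSMUSG00000026621, chromosome 1 from 184786767 to 184811313), which encodes a mitochondrial reductase, was at 6.21 ± 0.901 CPM (SD, n = 4) in Cort HPD and 29.6 ± 10.5 CPM (SD, n = 4) in Cort NPD, a log2 fold change of -2.24 (SE 0.26, adjusted p = 4.1e-05 from edgeR's quasi-likelihood test). Alas2 (ENSMUSG00000025270, chromosome X from 150547375 to 150570638), which encodes the heme synthesis enzyme of red blood cells, was at 78.2 ± 24.7 CPM (SD, n = 4) in Cort HPD and 17.8 ± 1.71 CPM (SD, n = 4) in Cort NPD, a log2 fold change of 2.14 (SE 0.26, adjusted p = 9.0e-04 from edgeR's quasi-likelihood test). Prlr rose by 1.05 and Inmt by 1.34 on the log2 scale in Veh HPD, and the call of Inmt (adjusted p = 0.041 from edgeR's quasi-likelihood test) was lost in 5 of the 8 fits that each left out 1 of the libraries compared, for example without Veh NPD replicate 3 (log2 fold change 1.25, adjusted p = 0.14 from the same test).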

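Cort changed 1212 genes in eWAT of mice fed the NPD, 615 higher and 597 lower, and 925 genes on the HPD, 525 higher and 400 lower. Among the alternatives that left out no replicate, limma voom with sample quality weights raised the NPD count most, to 1550 genes, and a fit of only the 2 groups compared lowered the HPD count most, to 643 genes. Leaving out Veh HPD replicate 1 lowered the HPD count to 581. The 2 sets shared 543 genes, where chance gives 73.8, and all 543 moved in the same direction on both diets. A further 669 genes were called on the NPD only and 382 on the HPD only, and 630 and 352 of these had the same sign on the other diet. None of them (0 and 0) passed a test of the diet by cort interaction, in which 784 of all genes had an unadjusted p-value under 0.05. Over the 2360 genes called for the mean of both cort effects, the median size of the response on the HPD was 0.936 times that on the NPD, between 0.879 and 1.03 across the fits that each left out 1 library. The clearest rise was in Prrg3 (ENSMUSG00000033361, chromosome X from 71962624 to 71972722), a membrane protein gene, at 436 ± 51.1 CPM (SD, n = 4) in Cort NPD and 73.6 ± 11.0 CPM (SD, n = 4) in Veh NPD. Its log2 fold change was 2.57 (SE 0.15, adjusted p = 4.7e-12 from edgeR's quasi-likelihood test) on the NPD and 2.75 (SE 0.15, adjusted p = 2.1e-12) on the HPD. Haptoglobin (Hp, ENSMUSG00000031722) rose by 2.57 on the NPD and 2.14 on the HPD. Retnla (ENSMUSG00000061100, chromosome 16 from 48842551 to 48844461), a secreted product of alternatively activated macrophages, fell by 2.91 on the NPD (SE 0.18, adjusted p = 1.3e-10) and 2.17 on the HPD (SE 0.18, adjusted p = 1.4e-08, both from edgeR's quasi-likelihood test). The glucocorticoid receptor gene Nr3c1 (ENSMUSG00000024431) was not called on either diet, with log2 fold changes of -0.29 (adjusted p = 0.19 from edgeR's quasi-likelihood test) and -0.27 (adjusted p = 0.26 from the same test). In a list of 12 known target genes of the receptor, written as a check of the treatment labels, the median log2 fold change was 0.62 on the NPD (adjusted p = 4.2e-04 from camera with Benjamini-Hochberg adjustment, 4 genes higher over all genes tested and 8 called when adjusted over the list alone) and 0.24 on the HPD (adjusted p = 0.41 from camera, 3 genes higher and 2 lower, and 6 called when adjusted over the list alone). The NPD call passed with fry (adjusted p = 0.026) and not with an estimated correlation (adjusted p = 0.18). The latter median was 0.07 without Veh HPD replicate 1, 0.09 without Veh HPD replicate 3 and 0.61 without Veh HPD replicate 2.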

As expected, GR agonism by cort significantly downregulated inflammatory pathways in eWAT; however, the HPD blunted the response of a subset of these pathways (macrophage activation, interferon signaling, pathogen-induced cytokine storm signaling, and phagosome formation), which is labeled as “Diet Effect” on the heatmaps and represents a difference of greater than two in the delta of the Z-scores between group comparisons (Figure 6B). 

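The gene lists and predicted directions of Ingenuity Pathway Analysis were not used here. Each pathway of Figure 6 was represented by a list of its genes written by hand, and the genes of a list were tested together with camera, with Benjamini-Hochberg adjustment over the 29 lists of a comparison. Of the 11 inflammatory lists, 9 fell with cort on the NPD and 7 on the HPD. With the correlation between genes estimated from each list in place of camera's preset one, 5 and 3 lists fell, and with limma's fry 10 and 6. Of the calls given below for single lists, an estimated correlation lost those of interferon signaling on both diets, of phagosome formation on the NPD and of macrophage activation on the HPD, and fry lost that of interferon signaling on the HPD (adjusted p = 0.089). The macrophage classical activation list (27 genes) had a median log2 fold change of -0.36 on the NPD (adjusted p = 3.9e-05 from camera) and -0.20 on the HPD (adjusted p = 0.0069 from camera). On these diets 6 and 5 of its genes were called over all genes tested, and 9 and 7 when adjusted over the list alone. The median was -0.20 on the NPD without Cort NPD replicate 4, and on the HPD -0.12 without Cort HPD replicate 2 and -0.10 without Cort HPD replicate 4. The interferon signaling list (30 genes) had medians of -0.50 (adjusted p = 1.0e-04 from camera) and -0.26 (adjusted p = 0.026 from camera), with 5 and 1 genes called, or 10 and 3 when adjusted over the list alone. The HPD call was lost without Veh HPD replicate 1 (median -0.06, adjusted p = 0.25 from camera) and without Veh HPD replicate 4 (median -0.21, adjusted p = 0.082 from camera). The pathogen-induced cytokine storm list (43 genes) had medians of -0.73 (adjusted p = 5.4e-12 from camera), or -0.71 with genes at the counting floor set to their bound, and -0.36 (adjusted p = 2.4e-09 from camera), with 12 and 9 genes called, or 16 and 15 when adjusted over the list alone. The phagosome formation list (35 genes) had medians of -0.59 (adjusted p = 4.2e-05 from camera) and -0.25 (adjusted p = 0.087 from camera), with 11 and 1 genes called, or 15 and 0 when adjusted over the list alone. Its HPD decrease was called without Veh HPD replicate 4 (median -0.28, adjusted p = 0.0066 from camera), without Cort HPD replicate 1 (-0.25, adjusted p = 0.0495) and without Cort HPD replicate 3 (-0.29, adjusted p = 0.046), and with no filter on low counts (-0.25, adjusted p = 0.039). The response to cort was less negative on the HPD for 19 of 27, 20 of 30, 27 of 43 and 27 of 35 genes of these lists. Tested as an interaction, the difference between the diets had a positive median for 10 of the 11 inflammatory lists, and camera called 6 of them. The median was 0.29 for macrophage activation (adjusted p = 0.044 from camera), 0.22 for interferon signaling (adjusted p = 0.072), 0.22 for the cytokine storm list (adjusted p = 0.076) and 0.28 for phagosome formation (adjusted p = 0.011, all from camera). The 4 other lists called were leukocyte extravasation (0.28, adjusted p = 0.0088), Th1 and Th2 pathways (0.28, adjusted p = 0.021), Fc gamma receptor-mediated phagocytosis (0.28, adjusted p = 0.033) and the complement system (0.19, adjusted p = 0.033, all from camera), calls that were lost in 3, 5, 6 and 10 of the 16 fits that each left out 1 library, for example without Veh HPD replicate 4 (adjusted p = 0.17, 0.17, 0.30 and 0.32). Without that library the medians of the last 2 were 0.15 and 0.11, and the Th1 and Th2 median was 0.16 without Veh HPD replicate 2 and 0.09 without Cort HPD replicate 4. No interaction held under fry or with an estimated correlation (0 lists each). The macrophage interaction was lost in 11 of the 16 fits that each left out 1 library and with no filter, for example without Veh HPD replicate 4 (median 0.27, adjusted p = 0.17 from camera), and its median was 0.18 without Veh NPD replicate 4. The phagosome interaction was lost without Veh HPD replicate 4 (0.15, adjusted p = 0.25) and without Cort NPD replicate 2 (0.25, adjusted p = 0.069). The interferon interaction was called without Veh NPD replicate 4 (0.23, adjusted p = 0.018) and without Veh HPD replicate 1 (0.38, adjusted p = 0.0029), and its median was 0.12 without Cort HPD replicate 4. The cytokine storm interaction was called in 4 such fits, with the smallest adjusted p of 0.013 from camera without Cort HPD replicate 4 (0.27), and its median was 0.10 without Cort HPD replicate 1. Of single genes, the MHC class II gene H2-Ab1 (ENSMUSG00000073421, chromosome 17 from 34257689 to 34269419) was the one with a called interaction in these lists. It was at 18.0 ± 2.83 CPM (SD, n = 4) in Cort NPD against 369 ± 28.6 CPM (SD, n = 4) in Veh NPD, a log2 fold change of -4.36, and at 34.8 ± 4.44 CPM (SD, n = 4) in Cort HPD against 271 ± 76.9 CPM (SD, n = 4) in Veh HPD, a log2 fold change of -2.96. The difference was 1.40 (SE 0.23, adjusted p = 0.024 from edgeR's quasi-likelihood test), and the call was lost in 8 of the 16 fits that each left out 1 library, for example without Cort NPD replicate 3 (1.34, adjusted p = 0.12). From the differences between the Z-scores of the diets, the paper states that the HPD blunted the response of these 4 pathways to cort.

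**Figure D1:**
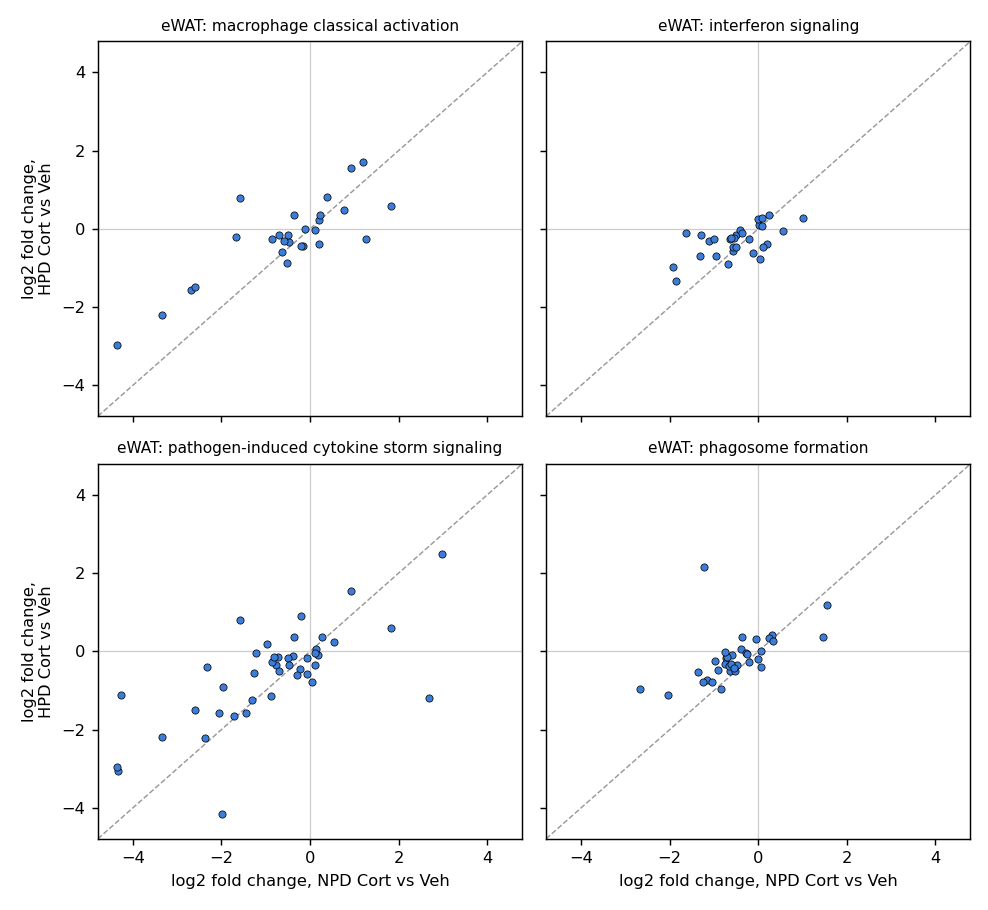
Log2 fold change of each gene with cort on the NPD (x axis) and on the HPD (y axis) in eWAT, for the lists of 4 inflammatory pathways. Each point is a gene and the dashed line marks equal responses. Of the macrophage activation genes 19 of 27 lie above the line, of the interferon genes 20 of 30, of the cytokine storm genes 27 of 43 and of the phagosome genes 27 of 35.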

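Lists of genes for 4 metabolic pathways were tested in the same eWAT libraries. The cholesterol biosynthesis list (21 genes) rose with cort by a median of 0.64 on the log2 scale on the NPD (adjusted p = 1.6e-06 from camera, 9 genes called over all genes tested and 10 when adjusted over the list alone) and 0.41 on the HPD (adjusted p = 5.0e-04 from camera, 2 and 7 genes). The gluconeogenesis list (19 genes) rose by 0.40 (adjusted p = 4.0e-04 from camera, 5 and 8 genes) and 0.35 (adjusted p = 0.0061 from camera, 4 and 5 genes). Its median was 0.26 on the NPD without Cort NPD replicate 2 and 0.19 on the HPD without Cort HPD replicate 4. The glycolysis list (16 genes) rose by 0.46 (adjusted p = 4.0e-04 from camera, 7 and 8 genes) and 0.34 (adjusted p = 0.0030 from camera, 5 and 6 genes). The triacylglycerol biosynthesis list (19 genes) had medians of 0.16 (adjusted p = 0.061 from camera, 2 and 2 genes) and 0.11 (adjusted p = 0.41 from camera, 2 and 2 genes). Its rise on the NPD was called in 6 of the 16 fits that each left out 1 library, with the smallest adjusted p of 0.030 from camera without Veh NPD replicate 1 (0.24), and also with no filter (0.16, adjusted p = 0.021) and with a replicate block (0.18, adjusted p = 0.045). On the HPD its median lay between 0.00 without Veh HPD replicate 3 and 0.13. With fry, all 4 lists were called on the NPD and the first 3 on the HPD, and with an estimated correlation only the glycolysis list on the NPD was (adjusted p = 0.035).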

In line with the known effects of glucocorticoids on adipose tissue, there were significantly upregulated pathways involved in cholesterol biosynthesis, triacylglycerol synthesis, gluconeogenesis, and glycolysis in eWAT (Figure 6C). However, the protein composition of the diet did not influence the regulation of these metabolic pathways in response to cort exposure (Figure 6C).

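The interaction of diet and cort had a median of -0.15 for cholesterol biosynthesis (adjusted p = 0.17 from camera), -0.09 for triacylglycerol biosynthesis (adjusted p = 0.275), -0.03 for gluconeogenesis (adjusted p = 0.50) and -0.03 for glycolysis (adjusted p = 0.605, all from camera). Over all 29 lists camera called 9 interactions, 1 of them of another metabolic list, which was more negative on the HPD, and fry called 0. The cholesterol interaction was called without Veh NPD replicate 4 (-0.19, adjusted p = 0.018), without Veh HPD replicate 2 (-0.28, adjusted p = 0.010) and without Cort NPD replicate 3 (-0.19, adjusted p = 0.032), and lay at -0.04 without Veh HPD replicate 4 and without Cort NPD replicate 4. The triacylglycerol interaction lay between -0.16 without Veh HPD replicate 3 and -0.03 without Veh HPD replicate 4. The direction of the gluconeogenesis interaction reversed in 6 of the 16 fits that each left out 1 library, up to 0.12 without Cort NPD replicate 2, and that of glycolysis reversed without Veh NPD replicate 2 (0.03). Between cort-treated mice, all 4 lists were lower on the HPD than on the NPD. The median log2 fold change was -0.48 for cholesterol biosynthesis (adjusted p = 5.7e-12 from camera, 0 genes called over all genes tested and 7 when adjusted over the list alone), -0.32 for triacylglycerol biosynthesis (adjusted p = 0.0014 from camera, 0 and 2 genes), -0.30 for gluconeogenesis (adjusted p = 4.0e-05 from camera, 4 and 7 genes) and -0.30 for glycolysis (adjusted p = 4.3e-05 from camera, 4 and 5 genes). The triacylglycerol median was -0.19 without Cort NPD replicate 1. These calls also passed with an estimated correlation and with fry. In veh-treated mice, cholesterol biosynthesis (median -0.49, adjusted p = 6.9e-07 from camera), glycolysis (-0.22, adjusted p = 9.0e-04) and gluconeogenesis (-0.22, adjusted p = 0.0016) were lower on the HPD as well. Of these, fry called glycolysis (adjusted p = 0.014) and not the other two (adjusted p = 0.094), and an estimated correlation called none (smallest adjusted p = 0.10).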

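Liver RNA of the same 4 groups was sequenced in the same way, with 4 mice per group. One of the libraries, Veh HPD replicate 4, is marked as a removed outlier in Supplemental Figure S1, and levels and tests are from the other 15 libraries, with some values from all 16 beside them. Depth is given for all 16. The total count per library ranged from 8933307 to 12750233 in Veh NPD (median 11237941) and from 11659322 to 16153658 in Veh HPD (median 13450555). In Cort NPD it ranged from 11626352 to 15478670 (median 12984260.5) and in Cort HPD from 13752553 to 17447524 (median 15001442). Genes with counts in a library numbered 15265 to 17398, the 10 most abundant genes held from 27.7% to 42.2% of the counts, and the TMM factors ranged from 0.726 to 1.45. The same filter and test as in eWAT were applied to 12391 genes, whose shared biological coefficient of variation was 0.228. In veh-treated mice, 21 genes differed between the diets, 13 higher and 8 lower in HPD liver. An unadjusted p-value under 0.05 was found for 1165 genes, where 620 would by chance. With all 16 libraries 7 genes differed, and DESeq2 called 113 genes, the largest move among the alternatives. The count was 5 without Veh NPD replicate 2 and 34 without Veh HPD replicate 3. Csad (ENSMUSG00000023044, chromosome 15 from 102176999 to 102204724), which encodes an enzyme of taurine synthesis, was at 24.6 ± 2.43 CPM (SD, n = 3) in Veh HPD and 97.9 ± 15.1 CPM (SD, n = 4) in Veh NPD. Its log2 fold change was -1.99 (SE 0.21, adjusted p = 3.0e-05 from edgeR's quasi-likelihood test), and -1.23 with all 16 libraries (adjusted p = 0.19 from the same test). Tfrc (ENSMUSG00000022797, chromosome 16 from 32608920 to 32632794), the transferrin receptor gene, was at 50.1 ± 22.5 CPM (SD, n = 3) and 10.3 ± 3.05 CPM (SD, n = 4), a log2 fold change of 2.28 (SE 0.29, adjusted p = 0.0015 from edgeR's quasi-likelihood test). Dsc2, with a log2 fold change of 0.92 (adjusted p = 0.045 from the same test), lost its call in 5 of the 7 fits that each left out 1 library of the groups compared, for example without Veh HPD replicate 1 (0.85, adjusted p = 0.16).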

Similar to findings in eWAT, the HPD did not significantly change the transcriptome in the liver of veh-treated mice (16 genes altered, blue; Figure 6D). However, in stark contrast to eWAT, feeding mice a HPD did substantially impact the hepatic transcriptomic response in cort-treated mice (1344 genes altered; green). 

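In cort-treated mice, 729 liver genes differed between HPD and NPD, 382 higher and 347 lower on the HPD. The fit with all 16 libraries called 371 genes and DESeq2 called 1075, the highest of the alternatives. Without Cort NPD replicate 3, which also held transcripts of skeletal muscle, the count was 356. A test of the difference between the diet effect in liver and that in eWAT, in cort-treated mice, called 202 of 16482 genes, 63 with a more positive effect in liver and 139 with a more negative one. It called 87 genes without liver Cort NPD replicate 3. Hsd17b6 (ENSMUSG00000025396, chromosome 10 from 127990936 to 128007611), which encodes a steroid dehydrogenase, was at 115 ± 24.9 CPM (SD, n = 4) in Cort HPD and 11.8 ± 4.04 CPM (SD, n = 4) in Cort NPD, a log2 fold change of 3.30 (SE 0.27, adjusted p = 2.9e-06 from edgeR's quasi-likelihood test). Its interaction of diet and cort was 4.09 (SE 0.38, adjusted p = 4.1e-05 from the same test). Apol9b (ENSMUSG00000068246, chromosome 15 from 77729039 to 77736382), an apolipoprotein L gene, was at 138 ± 23.4 CPM (SD, n = 4) and 26.8 ± 10.1 CPM (SD, n = 4), a log2 fold change of 2.36 (SE 0.22, adjusted p = 2.9e-06 from edgeR's quasi-likelihood test). Txnip (ENSMUSG00000038393, chromosome 3 from 96557957 to 96561883), which encodes a thioredoxin-interacting protein, was at 36.5 ± 1.41 CPM (SD, n = 4) and 106 ± 16.1 CPM (SD, n = 4), a log2 fold change of -1.53 (SE 0.19, adjusted p = 4.4e-05 from edgeR's quasi-likelihood test).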

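In NPD liver, 1565 genes changed with cort (848 higher, 717 lower). In HPD liver, with 3 Veh libraries, 1226 genes changed (589 higher, 637 lower). With all 16 libraries the counts were 998 on the NPD and 1114 on the HPD. With library totals in place of TMM factors, an alternative chosen after seeing the data, they were 1392 and 1547, and in the 7 other alternatives that kept these libraries the NPD count was the higher one. Leaving out Veh HPD replicate 1 gave 714 genes on the HPD, and the fits that each left out 1 NPD library gave from 1078 genes (without Veh NPD replicate 2) to 1466 on the NPD. The sets shared 549 genes, where 155 would by chance, of which 548 moved in the same direction. Of the 1016 genes called on the NPD only, 835 had the same sign on the HPD and 6 had a called interaction. Of the 677 called on the HPD only, 531 had the same sign on the NPD and 7 had a called interaction. Over all genes the interaction was called for 14, with 1496 at an unadjusted p-value under 0.05, and with all 16 libraries for 1. Between 2 genes without Veh NPD replicate 1 and 39 without Veh HPD replicate 1 were called when 1 library was left out. The size of the cort response, which does not depend on the number of libraries as a count of genes does, was 0.984 times as large on the HPD as on the NPD in the median of 2529 genes (0.903 to 1.08 when 1 library was left out, 1.01 with all 16 libraries). Igfbp2 (ENSMUSG00000039323, chromosome 1 from 72824503 to 72852474), which encodes a binding protein of insulin-like growth factors, was at 19.1 ± 3.37 CPM (SD, n = 4) in Cort NPD and 224 ± 42.0 CPM (SD, n = 4) in Veh NPD, with a log2 fold change of -3.56 (SE 0.21, adjusted p = 4.1e-10 from edgeR's quasi-likelihood test). On the HPD its log2 fold change was -3.15 (SE 0.21, adjusted p = 2.6e-09 from the same test). Cyp39a1 (ENSMUSG00000023963, chromosome 17 from 43667425 to 43751431), which encodes an oxysterol hydroxylase, rose by 3.33 on the NPD (SE 0.24, adjusted p = 4.6e-09) and 3.42 on the HPD (SE 0.26, adjusted p = 1.7e-08, both from edgeR's quasi-likelihood test). The list of 12 receptor targets used as a check in eWAT rose in liver on the NPD (median 0.31, adjusted p = 0.010 from camera, 2 genes called) but not on the HPD, where its median was -0.27 (adjusted p = 0.91 from camera, 1 gene higher and 4 lower). The NPD call was lost with an estimated correlation (adjusted p = 0.40), with all 16 libraries (0.31, adjusted p = 0.057) and without Cort NPD replicate 1 (0.18, adjusted p = 0.051), and its median was 0.13 without Veh NPD replicate 3, 0.58 without Veh NPD replicate 2 and 0.48 without Cort NPD replicate 4. The HPD median was 0.08 without Veh HPD replicate 2 and -0.46 without Veh HPD replicate 1. Rasl10b was at the counting floor in Veh NPD and at least 37.4-fold higher in Cort NPD. Cib3 was at the floor in both Cort groups, at least 32.0-fold lower than in Veh NPD and at least 83.0-fold lower than in Veh HPD.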

Cort significantly altered hepatic gene expression in mice fed the NPD (1583 genes altered; red), but the response was even more robust in mice fed a HPD (2086 genes altered; yellow). 

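Of the 11 inflammatory lists, 9 fell with cort in NPD liver, and on the HPD 7 fell and 1 rose. With an estimated correlation 2 fell on the NPD and 1 on the HPD, and with fry 8 fell on the NPD while 7 fell and 1 rose on the HPD. The list that rose was interferon signaling with camera and death receptor signaling with fry (median 0.05, adjusted p = 0.013). Leukocyte extravasation signaling (30 genes) fell by a median of 0.44 on the log2 scale on the NPD (adjusted p = 0.017 from camera, 10 genes called over all genes tested and 15 when adjusted over the list alone) and by 0.78 on the HPD (adjusted p = 2.0e-04 from camera, 9 and 10 genes). The interaction had a median of -0.28 (adjusted p = 0.24 from camera). It was called with all 16 libraries (-0.69, adjusted p = 0.014) and without Cort NPD replicate 1 (-0.34, adjusted p = 0.042), and lay at -0.03 without Cort NPD replicate 4. The NPD decrease was -0.16 without Cort NPD replicate 1 (adjusted p = 0.11) and -0.91 without Cort NPD replicate 4. Phagosome formation (31 genes) had medians of -0.44 (adjusted p = 0.0072 from camera, 9 and 11 genes) and -0.61 (adjusted p = 5.3e-04 from camera, 11 and 15 genes) and an interaction of -0.04 (adjusted p = 0.61 from camera), which was called with all 16 libraries (-0.40, adjusted p = 0.047) and reversed without Cort HPD replicate 3 (0.03). The NPD call was lost without Cort NPD replicate 1 (-0.37, adjusted p = 0.052). The IL-6 and JAK signaling list (31 genes) had medians of -0.02 (adjusted p = 0.82 from camera, 6 and 7 genes) and 0.03 (adjusted p = 0.17 from camera, 7 and 7 genes), with signs that changed between settings, for example to 0.02 on the NPD without Veh NPD replicate 2 and to -0.15 on the HPD with all 16 libraries. The interaction had a positive median for 6 of the 11 lists and was called by camera for 3 of them. The macrophage classical activation list (22 genes) had medians of -0.52 on the NPD (adjusted p = 4.8e-07 from camera, 8 and 10 genes) and -0.22 on the HPD (adjusted p = 0.065 from camera, 2 and 5 genes), and an interaction of 0.43 (adjusted p = 0.0022 from camera). With all 16 libraries the HPD median was -0.48 (adjusted p = 8.0e-04) and the interaction 0.06 (adjusted p = 0.15). The HPD decrease was also called without Veh NPD replicates 2 (-0.23) and 4 (-0.22) and without Veh HPD replicate 2 (-0.29, adjusted p = 0.014). The cytokine storm list (37 genes) had medians of -0.44 (adjusted p = 9.2e-08 from camera, 12 and 14 genes) and -0.40 (adjusted p = 0.0025 from camera, 9 and 11 genes) and an interaction of 0.40 (adjusted p = 0.016 from camera), which was lost with all 16 libraries (0.05), without Veh NPD replicate 2 (0.37), without Veh HPD replicate 2 (0.37) and without Cort HPD replicate 1 (0.24, adjusted p = 0.11). Its HPD decrease was lost without Veh HPD replicate 1 (-0.26, adjusted p = 0.055). On the NPD, leaving out Cort NPD replicate 1 or 4 moved the macrophage list to -0.31 or -0.88 and the cytokine storm list to -0.24 or -0.90. The interferon signaling list (29 genes) had medians of -0.38 on the NPD (adjusted p = 0.037 from camera, 3 and 3 genes) and 0.31 on the HPD (adjusted p = 0.0064 from camera, 1 and 1 genes), and an interaction of 0.57 (adjusted p = 1.0e-07 from camera). Its NPD call was lost without Veh NPD replicates 2 and 3 and Cort NPD replicates 1 and 3 (adjusted p up to 0.090), and its HPD call without Veh HPD replicate 2 (adjusted p = 0.064) and without Veh HPD replicate 3 (adjusted p = 0.050), while its HPD median was 0.51 without Veh HPD replicate 1. Neither call passed with fry (adjusted p = 0.12 and 0.060) or an estimated correlation (adjusted p = 0.49 and 0.37). None of these interactions (0 lists) was called with fry or an estimated correlation.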

Upon further analysis, cort inhibited several inflammatory pathways in the liver, and the HPD appeared to further potentiate many of the anti-inflammatory effects of cort in the liver beyond those that were observed in mice fed the NPD (Figure 6E—“Diet Effect”).

Cort also impacted the activation status of several metabolic pathways in the liver, with dietary protein composition contributing to a subset of such pathways (Figure 6F). 

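Of the 15 metabolic lists tested in liver, 5 rose and 2 fell with cort on the NPD, and 2 rose and 2 fell on the HPD. The interaction was called for 2 lists, both more negative on the HPD, and between cort-treated mice 1 list was higher and 3 were lower on the HPD. Citrulline biosynthesis (7 genes) was the list that was higher in cort-treated HPD mice, by a median of 0.38 (adjusted p = 0.012 from camera, 2 genes called over all genes tested and 4 when adjusted over the list alone), and it was also higher in veh-treated HPD mice, by 0.41 (adjusted p = 2.9e-04 from camera). Its interaction was -0.11 (adjusted p = 0.94 from camera). Both differences between the diets were called with fry (adjusted p = 0.0085 and 0.020) and neither with an estimated correlation (adjusted p = 0.28 and 0.17). Over all 29 lists, leaving out Cort NPD replicate 1 lowered the number called for cort on the NPD from 17 to 10, and the number called for the interaction ranged from 3 without Veh HPD replicate 2 to 10 without Cort NPD replicate 1.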

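The lists for fatty acid beta-oxidation (26 genes), triacylglycerol degradation (16 genes), glycolysis (18 genes) and cholesterol biosynthesis (21 genes) were compared between the cort responses of the diets. Beta-oxidation had medians of -0.07 on the NPD (adjusted p = 0.084 from camera, 6 genes called over all genes tested and 6 when adjusted over the list alone) and -0.14 on the HPD (adjusted p = 0.15 from camera, 4 and 5 genes), and an interaction of 0.07 (adjusted p = 0.83 from camera). Its decrease was called on the NPD without Veh NPD replicate 1 (-0.13, adjusted p = 0.023), without Veh NPD replicate 2 (-0.12) and without Cort NPD replicate 2 (-0.11), and on the HPD without Veh HPD replicate 1 (-0.18, adjusted p = 0.035), while without Veh HPD replicate 2 the HPD median was -0.01. With library totals, chosen after seeing the data, the HPD decrease was also called (-0.37, adjusted p = 0.029 from camera), where the median of all genes was -0.24. The interaction reversed to -0.01 without Veh HPD replicate 1 or Cort NPD replicate 3. Triacylglycerol degradation fell by 0.19 (adjusted p = 0.041 from camera, 3 and 3 genes) and by 0.25 (adjusted p = 0.010 from camera, 4 and 5 genes), with an interaction of -0.26 (adjusted p = 0.61 from camera). Both calls were lost with an estimated correlation (adjusted p = 0.19 and 0.12). The NPD call was also lost with all 16 libraries, without Veh NPD replicates 3 and 4 and without Cort NPD replicate 4, and without Cort NPD replicate 1 the median was 0.02. The HPD median was -0.01 with all 16 libraries (adjusted p = 0.59) and -0.41 without Veh HPD replicate 1 or Cort HPD replicate 1, and the interaction was -0.08 without Veh HPD replicate 3. Glycolysis rose by 0.53 on the NPD (adjusted p = 3.7e-05 from camera, 6 and 7 genes) and 0.28 on the HPD (adjusted p = 0.073 from camera, 6 and 9 genes). The HPD rise was called with fry (adjusted p = 0.027), with no filter, with all 16 libraries (0.27, adjusted p = 0.032), without Veh HPD replicate 1 (0.48) and without Cort HPD replicates 1 (0.16) and 3 (0.31). The interaction of -0.39 was called by camera (adjusted p = 0.041) but not with fry (adjusted p = 0.12) or an estimated correlation (adjusted p = 0.40), and it was lost with all 16 libraries (-0.42, adjusted p = 0.10) and in 7 of the 15 fits that each left out 1 library, for example without Veh HPD replicate 1 (-0.31, adjusted p = 0.12). Cholesterol biosynthesis had medians of 0.06 (adjusted p = 0.61 from camera, 4 and 4 genes) and -0.07 (adjusted p = 0.91 from camera, 1 and 0 genes) and an interaction of -0.16 (adjusted p = 0.52 from camera). Its sign changed with the libraries used, to -0.19 on the NPD without Cort NPD replicate 4, to 0.29 on the HPD without Veh HPD replicate 1 and to 0.18 in the interaction without Veh HPD replicate 1.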

Dietary protein did not significantly impact the cort-induced regulation of fatty acid oxidation, triglyceride degradation, glycolytic, or cholesterol biosynthesis pathways (Figure 6F—“No Diet Effect”). However, the HPD significantly reduced the predicated activation status of several key metabolic pathways, including autophagy, senescence, unfolded protein response, ER stress, triglyceride/oleate synthesis, gluconeogenesis, and sucrose degradation (Figure 6F—“Diet Effect”).

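The interaction of diet and cort was negative for each of the 7 lists tested for these pathways, and camera called it for triacylglycerol biosynthesis. That list (18 genes) had medians of 0.33 on the NPD (adjusted p = 0.0013 from camera, 6 genes called over all genes tested and 6 when adjusted over the list alone) and 0.16 on the HPD (adjusted p = 0.64 from camera, 3 and 4 genes), and an interaction of -0.27 (adjusted p = 0.0094 from camera). Without Veh HPD replicate 2 the HPD median was 0.27 and the interaction -0.11 (adjusted p = 0.055), and the interaction was not called with fry (adjusted p = 0.068) or an estimated correlation (adjusted p = 0.40). Between cort-treated mice the list was lower on the HPD (-0.23, adjusted p = 0.026 from camera), a call lost without Cort NPD replicate 2 (-0.25) and without Cort HPD replicate 1 (-0.20, adjusted p = 0.057 in both). Oleate biosynthesis (10 genes) had medians of -0.16 (adjusted p = 0.30 from camera, 2 and 4 genes) and -0.84 (adjusted p = 0.011 from camera, 2 and 5 genes) and an interaction of -0.45 (adjusted p = 0.18 from camera), called without Cort NPD replicate 3 (-0.58, adjusted p = 0.049). Its NPD median was -0.38 without Cort NPD replicate 4, and its interaction was -0.25 without Veh HPD replicate 3. The ER stress and unfolded protein response list (32 genes) had medians of 0.05 (adjusted p = 0.73 from camera, 6 and 7 genes) and -0.10 (adjusted p = 0.12 from camera, 5 and 7 genes) and an interaction of -0.23 (adjusted p = 0.061 from camera), called with no filter (adjusted p = 0.030) and in 5 of the 15 fits that each left out 1 library, with the smallest adjusted p of 0.0011 without Veh HPD replicate 3 (-0.31), and at -0.12 without Veh HPD replicate 1. The HPD response of this list was 0.08 without Veh HPD replicate 1 and called without Veh HPD replicate 3 (-0.20). Between cort-treated mice it was lower on the HPD by a median of -0.27 (adjusted p = 0.012 from camera, 0.095 with fry). Senescence (29 genes) had medians of 0.31 (adjusted p = 0.037 from camera, 10 and 12 genes) and 0.15 (adjusted p = 0.83 from camera, 6 and 6 genes) and an interaction of -0.26 (adjusted p = 0.094 from camera). The interaction was called with all 16 libraries (-0.57, adjusted p = 0.014), without Veh HPD replicate 3 (-0.29), without Cort NPD replicate 1 (-0.36) and without Cort HPD replicate 2 (-0.31), and it was -0.17 without Cort HPD replicate 1. Its NPD call was lost without Veh NPD replicate 3 (adjusted p = 0.056), and with all 16 libraries its HPD median was -0.08. Autophagy (38 genes) had medians of 0.11 (adjusted p = 0.084 from camera, 2 and 2 genes) and 0.19 (adjusted p = 0.21 from camera, 4 and 4 genes) and an interaction of -0.04 (adjusted p = 0.70 from camera), which was 0.00 with all 16 libraries and 0.01 without Veh NPD replicate 1. Its rise was called with fry on both diets (adjusted p = 1.6e-04 and 0.0078), on the NPD with no filter (0.15, adjusted p = 0.012) and on the HPD with all 16 libraries (0.22, adjusted p = 0.031), and its HPD median was 0.06 without Veh HPD replicate 1. Gluconeogenesis and sucrose degradation rose with cort on both diets, with interactions of -0.22 and -0.30 (adjusted p = 0.26 for both, from camera). The first was -0.07 without Veh HPD replicate 1 and -0.38 without Veh HPD replicate 3, and the second -0.19 without Veh HPD replicate 1. From the difference of the Z-scores, the paper states that the HPD reduced the predicted activation of these pathways.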

## 3. Discussion

Glucocorticoids (GCs) are ligands for the intracellular glucocorticoid receptor. Activation of the GR by GCs is a very effective anti-inflammatory strategy that has important utility in controlling a wide variety of human diseases. However, the chronic use of GCs is associated with severe metabolic side effects, including insulin resistance and a markedly enhanced risk for diabetes [12,30]. Because GCs are administered systemically, and most, if not all, tissues express the GR, there are a multitude of outcomes associated with GR agonism. Herein, we report key metabolic outcomes using a preclinical model of glucocorticoid exposure, which includes the onset of hyperglycemia, and how manipulating the dietary protein content influences whole-body and tissue-level responses in vivo.

Our initial hypothesis that increases in dietary protein content would protect against the known sarcopenic actions of glucocorticoids was not supported (Figure 1E). However, consumption of the HPD did suppress fat mass accrual in response to glucocorticoid exposure (Figure 1D). We used whey protein in the dietary formulation because it is more rapidly absorbed and has a higher fractional synthetic rate compared with casein [31]. A separate study reported increases in lean mass and reduced fat mass in mice consuming a casein-based high-protein diet [32]. Our data agree and extend these findings to the impact of the HPD on mice exposed to corticosterone.

Regarding changes in fat mass, we note that the HPD suppressed fat mass accumulation in both the vehicle-treated group and in mice exposed to cort (Figure 1D). Our data in the vehicle-treated mice are in line with previous studies [32]. The reduction in fat mass accrual appears to occur in the high-protein groups regardless of whether the protein was provided as casein [32] or whey (present study). In efforts to keep the diets isocaloric, the HPD has reduced carbohydrates as an energy source (see Supplementary Table S1). Accordingly, the reduced body fat and lowering of glycemia observed in this study could reflect reduced sugar in the diet, increased protein, or both. Regardless, our data are consistent with similar diets improving HbA1C and glycemic control in human studies [33,34,35]. Moreover, we note that the converse is also true: consumption of excess sucrose promotes fat mass accumulation and increased risk of cardiovascular disease [36,37,38]. We interpret these data collectively to indicate that multiple mechanisms exist to explain the beneficial effects of consuming high protein coupled with reduced carbohydrates. At present, the effects of these two dietary variables, as well as long-term outcomes associated with this type of diet, cannot be determined by the present study outcomes.

In terms of the mechanism of the dietary effects to prevent hyperglycemia, the liver of mice consuming the HPD showed reduced expression of genes related to both sucrose degradation and gluconeogenesis (Figure 6F), which could reflect less glucose production by the liver in response to cort. 

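In liver, the gluconeogenesis list (19 genes) rose with cort by a median of 0.57 on the NPD (adjusted p = 4.1e-07 from camera) and 0.40 on the HPD (adjusted p = 2.5e-04 from camera, median 0.26 without Cort HPD replicate 1). The sucrose degradation list (7 genes, 4 of them shared with the former) rose by 0.77 (adjusted p = 1.6e-08 from camera) and 0.52 (adjusted p = 1.8e-05 from camera), and each of these 4 rises was also called with fry and with an estimated correlation. The response was above 0 on the NPD for 17 of 19 and 6 of 7 genes and on the HPD for 15 of 19 and 6 of 7 genes. It was smaller on the HPD for 13 of 19 and 6 of 7 genes, and 0 genes of either list had a called interaction. Between cort-treated mice, the gluconeogenesis list differed by a median of -0.03 (adjusted p = 0.97 from camera), with a sign that reversed in 5 of the 15 fits that each left out 1 library, up to 0.06 without Cort NPD replicate 3. The sucrose degradation list differed by a median of -0.20 (adjusted p = 0.41 from camera). Over all genes tested, 2 genes of each list were called, 1 higher and 1 lower on the HPD, and when adjusted over the list alone 3 and 4 genes were. Pcx (ENSMUSG00000024892), which encodes pyruvate carboxylase, was lower in Cort HPD than in Cort NPD by -1.16 on the log2 scale (adjusted p = 2.9e-04 from edgeR's quasi-likelihood test). It rose with cort by 1.25 on the NPD and 0.09 on the HPD, an interaction of -1.17 (adjusted p = 0.061 from the same test). Without Cort HPD replicate 1 the interaction was called (-1.02, adjusted p = 0.048), as it was with DESeq2 (adjusted p = 0.0052), with no filter (adjusted p = 0.0091) and with a replicate block (-1.23, adjusted p = 0.050). Khk (ENSMUSG00000029162), the ketohexokinase gene, was lower in Cort HPD by -0.97 (adjusted p = 0.0014 from edgeR's quasi-likelihood test, and 0.12 with all 16 libraries), with an interaction of -0.30 (adjusted p = 0.65), or 0.02 with all 16 libraries and -0.19 without Veh NPD replicate 1. G6pc (ENSMUSG00000078650), the gene of glucose-6-phosphatase, rose by 0.04 on the NPD (adjusted p = 0.94) and 1.17 on the HPD (adjusted p = 0.0059, both from edgeR's quasi-likelihood test), and Pck1 (ENSMUSG00000027513) changed by 0.10 and -0.12 (adjusted p = 0.81 and 0.79 from the same test). From the reduced expression of genes of both pathways, the paper proposes that the liver of HPD-fed mice produced less glucose in response to cort.

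**Figure D2:**
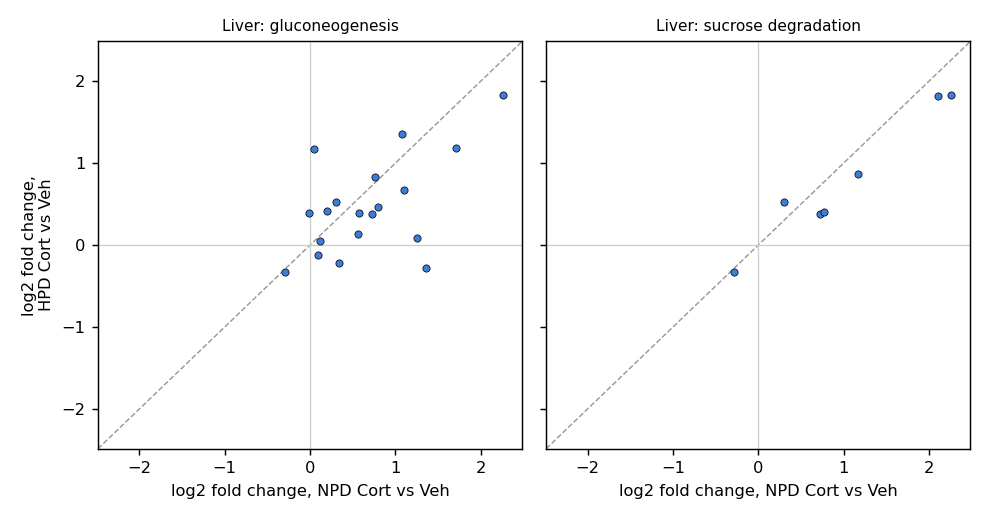
Log2 fold change of each gene with cort on the NPD (x axis) and on the HPD (y axis) in liver, for the gluconeogenesis and sucrose degradation lists. Each point is a gene and the dashed line marks equal responses. Below the line, with a smaller response on the HPD, lie 13 of 19 and 6 of 7 genes.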

The decrease in dietary carbohydrates is also reflected in the respiratory quotient (RQ) in both male and female mice (Figure 4). Importantly, the difference in dietary composition associated with high protein could thus be highly relevant to protection against hyperglycemia. Our findings are consistent with recommendations by the American Diabetes Association to reduce carbohydrates in the diet as a strategy to maintain glycemic control. In line with this recommendation, studies using low-carbohydrate diets have shown promise in diabetes [39]. In addition, high-protein diets provide greater satiety [40], thus offering a potential opportunity to control overconsumption of calories and thus glycemia by simultaneously reducing carbohydrates while increasing protein intake. Finally, the increase in circulating glucagon in response to high-protein feeding (Figure 2E) may lower glycemia through: (1) effects in the brain [41] and (2) by increasing both lipolysis and glucose uptake into adipose tissue [42]. The reported effects of glucagon help to explain the lowering of glycemia and reduction in fat mass observed with high-protein dietary intervention.

Using an RNA-seq-based approach to examine global transcript changes in an unbiased manner, we observed contrasting effects of the HPD in eWAT relative to the liver (Figure 6). 

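The diet effect in cort-treated mice was compared between liver and eWAT in one fit of the 31 libraries. The interferon signaling list had a more positive diet effect in liver than in eWAT, by a median of 0.51 (adjusted p = 1.0e-06 from camera), and so did the macrophage classical activation list (0.23, adjusted p = 0.0093 from camera), which lay between 0.09 without liver Cort HPD replicate 1 and 0.79 without liver Cort NPD replicate 4. The cytokine storm list (-0.08, adjusted p = 0.26 from camera) reversed in 5 of the 16 fits that each left out 1 library, up to 0.21 without liver Cort NPD replicate 4. The phagosome list (-0.07, adjusted p = 0.59 from camera) reached 0.11 without eWAT Cort HPD replicate 1. The leukocyte extravasation list (-0.24, adjusted p = 0.067 from camera) was called without eWAT Cort NPD replicate 4 (-0.43), without liver Cort NPD replicate 1 (-0.42) or 2 (-0.40), without liver Cort HPD replicate 1 (-0.33) and with no filter, and lay at -0.07 without eWAT Cort NPD replicate 2. In all, 7 of the 29 lists differed between the tissues, 4 without eWAT Cort HPD replicate 1, and 0 with fry or an estimated correlation. Within each tissue, interferon genes were higher in cort-treated mice on the HPD than on the NPD. In liver the median log2 fold change was 0.86 (adjusted p = 1.9e-22 from camera), with 17 of 29 genes called over all genes tested and 22 when adjusted over the list alone. In eWAT it was 0.50 (adjusted p = 1.6e-10 from camera), with 4 of 30 genes called, or 11 when adjusted over the list alone. Both differences were also called with fry (adjusted p = 0.0011 and 0.0052) and an estimated correlation (adjusted p = 0.043 and 0.026). Ifit1, an interferon-induced gene, was between 298 and 1629 CPM in the Cort HPD livers and between 25.3 and 43.5 CPM in the Cort NPD livers.

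**Figure D3:**
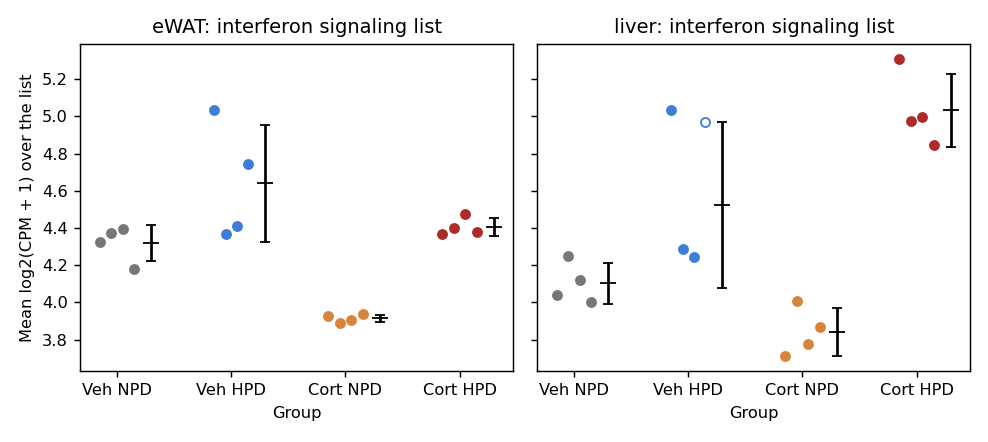
Mean log2(CPM + 1) over the genes of the interferon signaling list in each library of eWAT (left) and liver (right), by group. Points are libraries, bars the mean ± SD of a group, and the open point is the liver library left out by the paper. In both tissues the 4 Cort HPD libraries, from 4.37 in eWAT and from 4.85 in liver, lie above the 4 Cort NPD libraries, which reach 3.94 and 4.01.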

While the HPD enhanced the effect of cort to suppress genes linked with inflammation in the liver, it had the opposite effect in eWAT. This tissue-specific difference may be due to inflammation being required for healthy adipose mass expansion [43]. Thus, a heightened gene expression response in adipose tissue could reflect a compensatory effect driven by the reductions in whole-body fat mass (Figure 1D). At present, we do not know whether these observations are due to the increased protein content, reduced carbohydrate content, or both. It is also possible that the different macronutrients contribute discrete outcomes to each tissue in terms of supporting or opposing GR transcriptional activity. Consequently, it remains to be determined whether nutrient-sensing mechanisms overlap with or directly regulate glucocorticoid receptor activity; however, that possibility seems likely. In addition, the change in circulating hormonal factors, such as insulin, glucagon, and FGF21, may also regulate glucocorticoid receptor activity and overall responsiveness to agonist ligands. These possibilities remain an area of active investigation to understand both ligand-dependent and dietary-mediated responses of glucocorticoids.

In summary, we have explored the outcomes associated with HPD intervention in a preclinical model of glucocorticoid exposure. We found that the incidence of hyperglycemia and whole-body fat mass was reduced, while there was no protection against cort-driven lean mass loss or insulin resistance. The reduction in cort-driven hyperglycemia in response to the HPD was supported by a decline in the expression of genes encoding enzymes of the gluconeogenesis pathway in the liver. Overall, lowering carbohydrates and increasing protein intake may be a viable strategy to control blood glucose levels for those requiring continuous glucocorticoid regimens to regulate chronic disease symptoms.

## 4. Materials and Methods

### 4.1. Experimental Mice and Reagents

All procedures were approved by the Institutional Animal Care and Use Committees at the Pennington Biomedical Research Center and the University of Tennessee, Knoxville. Male and female C57BL/6J mice (stock no. 000664) were obtained from the Jackson Laboratories (Bar Harbor, ME, USA) at 7 weeks of age. Mice were group housed and allowed at least 7 days to adjust to the light/dark cycle (12 h light/12 h dark) and room temperature (22 °C ± 1 °C). During this acclimation period, they had unrestricted access to water and Lab Diet 5015 (Lab Supply, Ft. Worth, TX; catalog no. 0001328).

At 8 weeks of age, mice were switched from Rodent Diet 5015 (26% fat kcal; LabDiet) to a purified diet containing 20% kcal from whey protein isolate, 70% kcal from carbohydrates (sucrose matched with high-protein diet below), and 10% kcal from fat (NPD; Research Diets, New Brunswick, NJ). Dietary formulations are provided in Supplementary Table S1. Mice were also switched from standard hydropacs to water bottles to acclimate drinking via water bottles for the study. Mice were randomized into four study groups using baseline assessments of blood glucose and body weight to confirm no significant metabolic differences existed among groups prior to starting the intervention. Experiments were initiated when mice reached 10 weeks of age. On study day zero, animals were either maintained on NPD or switched to an isocaloric rodent diet containing 60% kcal from whey protein isolate, 30% kcal from carbohydrates (reduced corn starch to be isocaloric with NPD), and 10% kcal from fat (HPD; Research Diets). Likewise, on day zero, mice were given either vehicle or corticosterone (cort; catalog no. 27840; MilliporeSigma, St. Louis, MO, USA), as previously described [17,18,22]. Briefly, cort was dissolved in 100% ethanol and diluted with water to create a 1% ethanol solution, resulting in a final cort concentration of 100 μg/mL in the drinking water. Mice in the vehicle control group received 1% ethanol in their drinking water. Both vehicle and corticosterone solutions were changed twice a week. Upon completion of studies, animals were fasted for 4 h, anesthetized by CO_2_ asphyxiation, and then euthanized by decapitation. Fat depots and liver tissue were snap-frozen in liquid nitrogen. Trunk blood was harvested, and the serum fraction was collected. Multiple cohorts of mice were required to complete the studies described herein. 

### 4.2. Blood Glucose, Body Composition, and Metabolic Cage Analysis

Non-fasting blood glucose measurements were obtained from the tail vein using the Bayer Contour Glucometer (Bayer, Whippany, NJ, USA). Measurements of body mass and composition (fat, lean, and fluid mass) were assessed by NMR using a Minispec LF110 Time-Domain NMR system (Bruker, Billerica, MA, USA). Mice were classified as diabetic if blood glucose exceeded 250 mg/dL on two consecutive days, whereupon they were necropsied. For measurements of respiratory quotient (RQ), energy expenditure (EE), and spontaneous locomotor activity, a cohort of male mice was monitored for a 7-day period using Promethion metabolic cages (Sable Systems, North Las Vegas, NV, USA). Acclimation using training cages followed by metabolic cage analyses has been described [38].

### 4.3. Insulin Tolerance Test (ITT) and Serum ELISAs

Insulin sensitivity was assessed by ITT following a 2 h fast. Mice were given an intraperitoneal injection of 1 U/kg lean mass of insulin (Humulin R; Eli Lilly & Co., Indianapolis, IN, USA). Blood glucose measurements were taken at 0, 30, 45, 60, 90, and 120 min. Serum triglycerides were calculated using the Serum Triglyceride Determination Kit from MilliporeSigma. Serum insulin (Cat # 10-1247-10) and glucagon (Cat # 10-1281-01) were measured using ELISA kits from Mercodia (Uppsala, Sweden). Mouse FGF21 was quantified using an ELISA kit from R&D Systems (Cat # MF2100; Minneapolis, MN, USA).

### 4.4. RNA Isolation, cDNA Synthesis, and RNA-Seq

Total RNA was isolated from 30 mg of tissue using an RNeasy Mini Kit (Qiagen, Hilden, Germany). Total RNA was reverse transcribed into cDNA using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). RNA content and quality (260/280 ratio range 1.9–2.1) were assessed using a NanoDrop 1000 (Thermo Fisher Scientific, Waltham, MA, USA). RNA Integrity Number (RIN) was determined using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and found to be between 8 and 10 for all RNA samples. Total RNA was assessed using the Bioanalyzer RNA 6000 Assay (Agilent) to verify high-quality RNA. RNA-Seq Library Construction was performed using the Lexogen QuantSeq 3′ mRNA-Seq V2 Library Prep Kit FWD with Unique Dual Indices (Cat No: 191.96; Vienna, Austria). Libraries were confirmed using BioAnalyzer High Sensitivity DNA Assay (Agilent). The ~275 bp libraries were pooled in equimolar amounts and sequenced on the Illumina NextSeq2000 (San Diego, CA, USA). All procedures for analyses have been described previously [44,45].

The SAGE dataset has been uploaded to the Gene Expression Omnibus website (https://www.ncbi.nlm.nih.gov/geo/, uploaded on 30 January 2025; accession number GSE288428). The PCA analysis is located in Supplementary Figure S1. After initial analysis, gene counts were log_2_ transformed and those with a pAdj < 0.05 between groups of interest were used for downstream analyses. A curated list of significantly regulated genes containing the gene name, pAdj value, and log_2_ fold change (logFC) value for each comparison were input into Ingenuity Pathway Analysis software (Qiagen, www.qiagen.com/ingenuity, accessed on 7 March 2025) to identify changes in canonical pathways. Canonical pathways with a −log(*p*-value) > 2 were considered to be significantly regulated, and the Z-score (i.e., predicted activation status) was used to generate heatmaps using JMP 17 software.

Heatmaps show the effects of corticosterone vs. vehicle (i.e., cort effects) in mice fed the normal-protein diet (NPD) versus the high-protein diet (HPD). Diet effects were estimated by comparing the Z-score values of regulated canonical pathways between each of these groups (represented as “delta” on the heatmaps), and differences that were either <−2 or >+2 were considered to be a dietary effect.

### 4.5. Statistics

Statistical analysis was performed using GraphPad Prism 10.1.1 (GraphPad Software, La Jolla, CA, USA). All data were analyzed by two-tailed Student’s *t*-test, one-way or two-way analysis of variance (ANOVA) with Tukey’s post-hoc test. Datasets were tested for outliers using the Rout method (Q = 1%). Data are reported as means ± SEM.

## Figures and Tables

**Figure 1:**
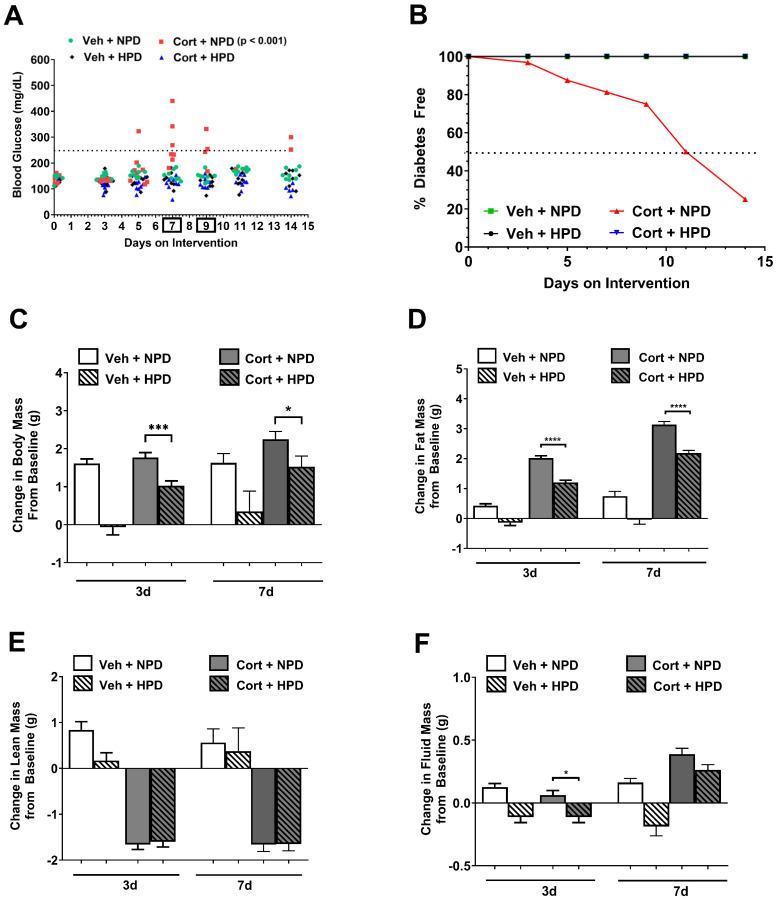
(**A**) Blood glucose values taken over a 14-day period in 10-week-old male mice given 100 μg/mL corticosterone (Cort) or 1% ethanol vehicle (Veh) control in the drinking water while being administered either a normal-protein diet (NPD) or a high-protein diet (HPD). The two-way ANOVA *p*-value for Cort NPD relative to the other groups for days 7 and 9 (boxed on *x*-axis) is shown. (**B**) Values in panel (**A**) were used to determine the % of animals that remained diabetes free over this 14 day period. (**C**–**F**) Body composition was assessed in an identically treated but separate cohort at 0, 3, and 7 days. The change in body mass (**C**), fat mass (**D**), lean mass (**E**), and fluid mass (**F**) was calculated for 3 and 7 days of intervention. * *p* ≤ 0.05, *** *p* ≤ 0.001, **** *p* ≤ 0.0001. (**A**,**B**) n = 21–23/group for blood glucose values (assessed in multiple cohorts of mice at both PBRC and UT). (**C**–**F**) n = 8/group.

**Figure 2:**
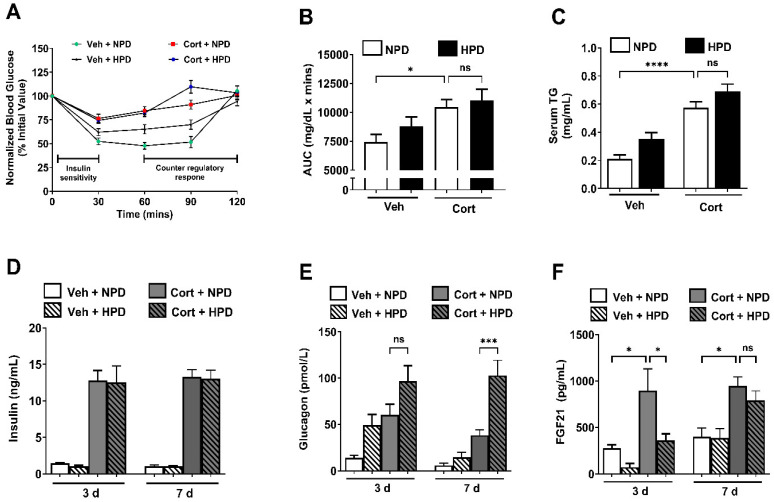
(**A**) Insulin tolerance test (ITT) in 10-week-old male mice given 100 μg/mL corticosterone (Cort) or 1% ethanol vehicle (Veh) control in the drinking water while being administered either a normal-protein diet (NPD) or a high-protein diet (HPD) for 7 days. ITT is represented as normalized blood glucose where the baseline value is set to 100% for all samples. (**B**) Area under the curve (AUC) for ITT shown in panel (**A**). (**C**–**F**) Serum factors including triglycerides (**C**), insulin (**D**), glucagon (**E**), and FGF21 (F) were assessed at 3 (**D**–**F**) and/or 7 (**C**–**F**) days post-intervention. ns = not significant, * *p* ≤ 0.05, *** *p* ≤ 0.001, **** *p* ≤ 0.0001. (**A**,**B**) n = 21–23/per group for ITT in (**A**) (assessed in multiple cohorts of mice at both PBRC and UT). (**C**–**F**) n = 8/group.

**Figure 3:**
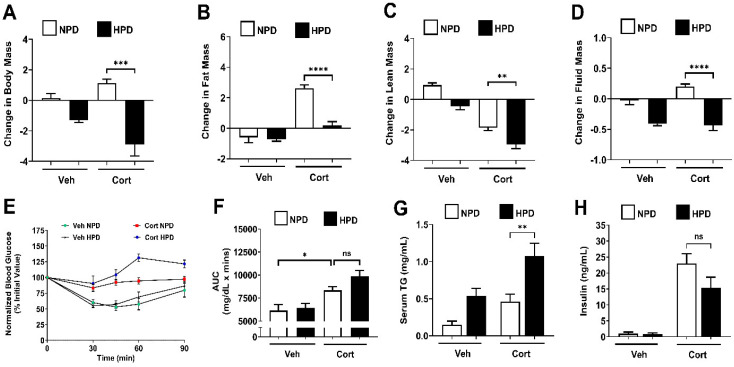
(**A**–**D**) Body composition was assessed in 10-week-old female mice given 100 μg/mL corticosterone (Cort) or 1% ethanol vehicle (Veh) control in the drinking water while being administered either a normal-protein diet (NPD) or a high-protein diet (HPD) for 7 days. The change in body mass (**A**), fat mass (**B**), lean mass (**C**), and fluid mass (**D**) over the 7-day intervention period. Following the 7-day intervention, insulin tolerance was assessed by ITT (**E**) with respective AUC in (**F**), and serum measurements of TGs (**G**) and insulin (**H**) were evaluated. ns = not significant, * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, **** *p* ≤ 0.0001. n = 8/group.

**Figure 4:**
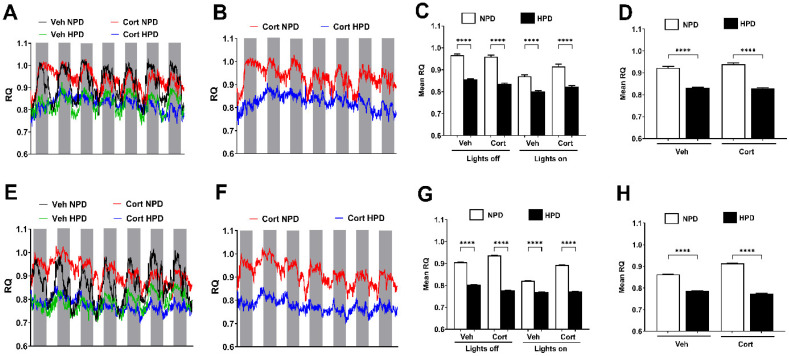
(**A**–**H**) Respiratory quotient (RQ) was evaluated in 10-week-old male (**A**–**D**) and female (**E**–**H**) mice receiving 100 μg/mL corticosterone (Cort) or 1% ethanol vehicle (Veh) control in the drinking water while being administered either a normal-protein diet (NPD) or a high-protein diet (HPD) for 7 days. (**A**,**E**) RQ values during both light on (white bars) and light off (gray bars) cycles over a 7-day period for all groups. (**B**,**F**) RQ values during both light on and off cycles over a 7-day period for Cort groups only. (**C**,**G**) Mean RQ calculated for both light on and off cycles for a 7-day period. (**D**,**H**) Mean RQ for a 7-day period. **** *p* ≤ 0.0001. n = 8/group.

**Figure 5:**
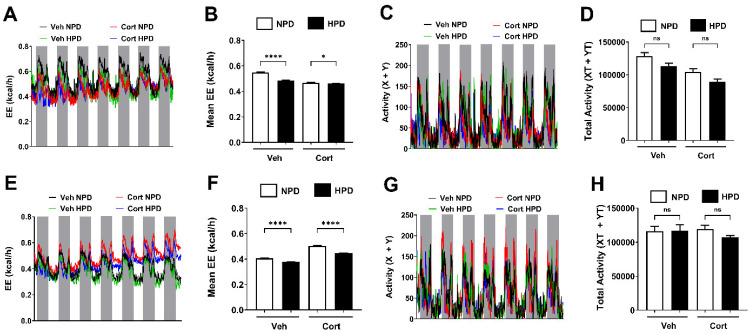
(**A**,**B**,**E**,**F**) Energy expenditure (EE) was determined in 10-week-old male (**A**,**B**) and female (**E**,**F**) mice receiving 100 μg/mL corticosterone (Cort) or 1% ethanol vehicle (Veh) control in the drinking water while being administered either a normal-protein diet (NPD) or a high-protein diet (HPD) for 7 days. (**A**,**E**) EE values during both light on (white bars) and light off (gray bars) cycles over a 7-day period for all groups. (**B**,**F**) Mean EE calculated for both light on and off cycles for a 7-day period. (**C**,**G**) Activity (X and Y beam breaks) of male (**C**) and female (**G**) mice during both light on (white bars) and light off (gray bars) cycles over a 7-day period for all groups. (**D**,**H**) Total activity for male (**D**) and female (**H**) mice across all light cycles during the 7-day intervention. ns = not significant, * *p* ≤ 0.05, **** *p* ≤ 0.0001. n = 8/group.

**Figure 6:**
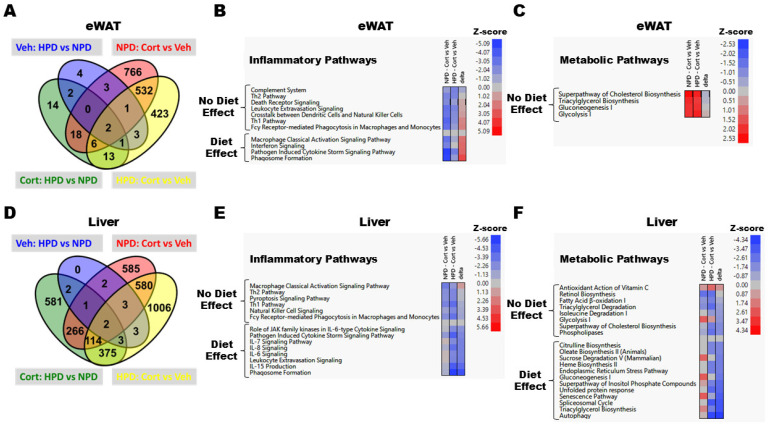
RNA-seq analysis was performed in epididymal white adipose tissue (eWAT) and liver from mice given 100 μg/mL corticosterone (Cort) or 1% ethanol vehicle (Veh) control in the drinking water. Venn diagrams and heatmaps show the number of genes that were significantly regulated in each group comparison, as well as genes that overlapped amongst group comparisons, in eWAT (**A**) and liver (**D**). RNA-seq data were used to identify inflammatory and metabolic pathways that were regulated by Cort in eWAT ((**B**) and (**C**), respectively) and liver ((**E**) and (**F**), respectively) of mice fed a normal-protein diet (NPD—Cort vs. Veh) or a high-protein diet (HPD—Cort vs. Veh). Heatmaps show the predicted activation status (i.e., Z-score) of the listed pathway. Diet effects were estimated as the difference of the Z-scores between the HPD: Cort vs. Veh minus NPD: Cort vs. Veh groups, which is represented as “delta” on the heatmaps. n = 3–4/group.

## Data Availability

The SAGE dataset has been uploaded to the Gene Expression Omnibus website (https://www.ncbi.nlm.nih.gov/geo/) using accession number GSE288428. The PCA analysis is located in Supplementary Figure S1.

## Supplementary Materials

The following Supporting Information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26094212/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

HPD	High-Protein Diet
NPD	Normal-Protein Diet
GC	Glucocorticoid
Cort	Corticosterone
FGF21	Fibroblast Growth Factor 21
Veh	Vehicle
AUC	Area Under the Curve
ITT	Insulin Tolerance Test
RQ	Respiratory Quotient
EE	Energy Expenditure
eWAT	epididymal White Adipose Tissue
GR	Glucocorticoid Receptor
NMR	Nuclear Magnetic Resonance

# Supplementary material for: High-Protein Diet Prevents Glucocorticoid-Induced Fat Mass Accumulation and Hyperglycemia
**Source:** Int J Mol Sci. 2025 Apr 29;26(9):4212. doi: 10.3390/ijms26094212
**Supplement:** Supplementary file 1

## SUPPLEMENTAL FIGURE S1

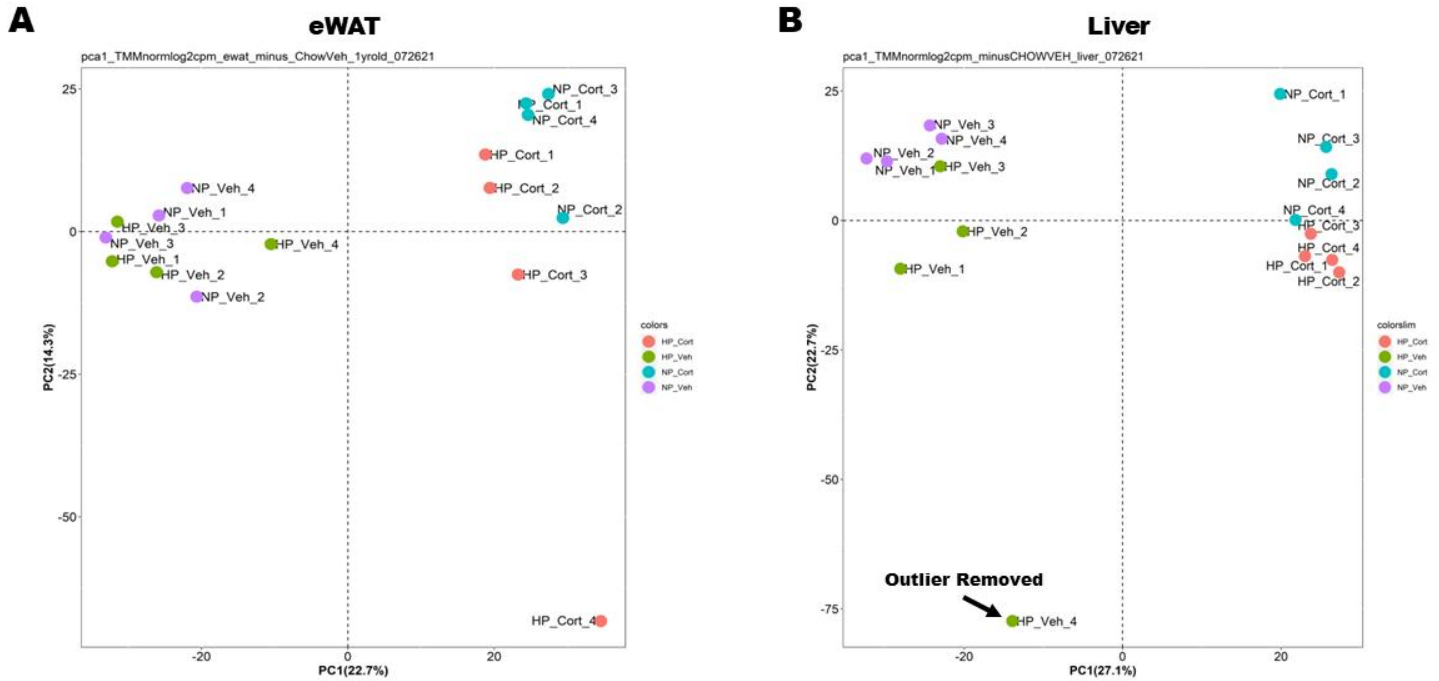

**Supplemental Figure S1.** Principle components analysis of RNAseq data from epididymal white adipose tissue (eWAT; panel A) and liver (panel B) from mice that were given corticosterone (Cort) or 1% ethanol vehicle (Veh) control in the drinking water. All mice were fed either a diet containing normal protein (NP) or high protein (HP). n=4/group.

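Principal components were computed for each tissue from log2 CPM with TMM factors and a prior count of 2, over 15187 genes in eWAT and 12282 in liver, with all 16 libraries of a tissue, centred and not scaled. The first and second components held 17.3% and 13.6% of the variance in eWAT and 26.1% and 20.3% in liver. In the left-out liver library, Veh HPD replicate 4, 17398 genes had counts, the most of the 16 liver libraries, and its TMM factor of 1.45 was the highest. With it in the fit, the shared biological coefficient of variation of the liver libraries was 0.269.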

**SUPPLEMENTAL TABLE S1**

| <b>Parameter</b>     | <b>Normal Protein Diet</b> | <b>High Protein Diet</b> |
|----------------------|----------------------------|--------------------------|
| Protein              | 19 grams (20% kcal)        | 58 grams (60% kcal)      |
| Carbohydrate         | 67 grams (70% kcal)        | 29 grams (30% kcal)      |
| Fat                  | 4 grams (10% kcal)         | 4 grams (10% kcal)       |
|                      |                            |                          |
| <b>Ingredients</b>   |                            |                          |
| Whey Protein Isolate | 203 grams (812 kcal)       | 609 grams (2436 kcal)    |
| Corn Starch          | 505 grams (2020 kcal)      | 99 grams (396 kcal)      |
| Maltodextrin 10      | 45 grams (180 kcal)        | 45 grams (180 kcal)      |
| Sucrose              | 150 grams (600 kcal)       | 150 grams (600 kcal)     |
| Cellulose (BW 200)   | 50 grams (0 kcal)          | 50 grams (0 kcal)        |
| Soybean Oil          | 25 grams (225 kcal)        | 25 grams (225 kcal)      |
| Lard                 | 20 grams (180 kcal)        | 20 grams (180 kcal)      |
| Vitamin Mix V10001   | 10 grams (40 kcal)         | 10 grams (40 kcal)       |
|                      |                            |                          |
| <b>Total</b>         | 1055 grams (4057 kcal)     | 1055 grams (4057 kcal)   |

**Supplementary Table S1.** Dietary formulations used in this study. Note that corn starch was reduced in the high protein diet relative to the normal protein diet to keep the formulations isocaloric. Sucrose and maltodextrin 10 were matched between the diets.

How the deposited data were processed for this re-analysis (not part of the article)

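RNA of epididymal fat (eWAT) and liver from male mice given veh or cort on the NPD or HPD was measured in 32 QuantSeq libraries, 4 for each of the 4 groups of a tissue. The authors deposited raw counts per Ensembl gene, 1 column per library with replicates kept apart. The values are whole numbers whose totals differ between libraries, as those of counts without normalization do. The paper's text does not name the aligner, the counting program, the genome build, the annotation or the handling of duplicate reads. Conditions were taken from the sample labels, and no column was left unused. Of the gene IDs, 47224 had a symbol and a position in the GENCODE annotation of GRCm38 and 419 had none, and 22199 had no count in any library. The reads themselves, the authors' Ingenuity Pathway Analysis and the measurements other than RNA were not analysed here.

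Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Each tissue was fitted on its own, with 1 mean per group and no covariate. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), libraries were scaled with TMM factors, dispersions were estimated robustly and genes were tested with edgeR's quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. The contrasts were cort against veh on each diet, HPD against NPD under each treatment and the interaction of diet and cort, with a fit of both tissues together for the difference of the diet effect between them. For liver, the 15 libraries used by the paper gave the values, and all 16 were fitted beside them. A gene with 3 or fewer counts in each library of a group was taken as at the counting floor, and its fold change as a lower bound. The size of the cort response was compared between diets as the ratio of the median absolute log2 fold changes over the genes called for the mean of the cort effects. Principal components were taken from log2 CPM with a prior count of 2. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 29 lists of a contrast, where at least 5 genes of a list passed the filter. These lists were written by hand from general knowledge, since those of Ingenuity Pathway Analysis were not used here, and 586 of their 588 entries matched a gene ID. A median over a list is not a Z-score of predicted activation.

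The genes named in the text were chosen by a rule: for each comparison, up to 3 genes in each direction with the smallest p among the called genes whose groups did not overlap; genes of a pathway's list where the pathway is discussed; and Nr3c1, Fgf21, Gcgr, Ins1, Ins2 and Gcg, for the receptor and hormones the paper names. Others are said to be chosen after their values were seen. This rule, the tests, the lists and the alternatives were written before the data were examined, apart from the use of library totals without TMM factors, which was added after. The other alternatives were the RLE factors of edgeR, DESeq2 1.42.0, limma voom with and without sample quality weights (with statmod 1.5.0), no filter on low counts, only the 2 groups compared in the fit, the replicate number as a block, all liver libraries, each library left out in turn, and for lists limma's fry and camera with a correlation estimated from each list.

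Total counts of the libraries lay between 8933307 and 18057936. Depth limits the genes with few counts, which were removed by the filter or given as bounds. With 4 mice per group the spread between mice, not depth, sets most of the precision: between replicates, the mean chi-squared statistic per gene was 14.1 to 189 over 48 pairs of libraries, where counting noise alone gives 1, and 0 pairs held identical counts. The steps were tested on simulated data: negative binomial counts drawn at the mean level of each gene and the total of each library, with 1 dispersion for all genes, in which 200 genes were changed by 2 on the log2 scale. This dispersion is below that shared by the eWAT genes, so the shares recovered check the steps and are not the power in eWAT. The quasi-likelihood test of edgeR recovered 100% of them in both tissues, with 6.10% of calls false, and its interaction test 95.5% in eWAT and 93% in liver, with 6.37% and 6.06% false. DESeq2 recovered 100% and 99.5% with 11.1% and 13.1% false, limma voom 100% and 99.5% with 5.21% and 7.44% false, and with quality weights 100% and 99.5% with 5.21% and 7.01% false. The test of the tissue difference recovered 97% with 7.62% false, and the list changed in each tissue was recovered by camera.

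Libraries were checked for RNA of other tissues with 12 lists of marker genes, as the sum of a list in CPM. In eWAT the sums were 0 to 17.8 for testis and epididymis apart from Cort HPD replicate 4 (26027), 70.6 to 264 for skeletal muscle, 5.45 to 23.5 for exocrine pancreas, 159 to 552 for B cells and lymph node, 3635 to 25919 for red blood cells, 29.3 to 123 for brown adipose tissue and 1010.4 to 4169 for hepatocytes. They were 32757 to 58476.5 for white adipocytes, 1275 to 1725 for macrophages, 344 to 526 for mesothelium, 0.267 to 5.62 for intestine and 0 to 1.53 for kidney. In liver they were 0 to 0.812 for testis and epididymis, 1.48 to 71.1 for skeletal muscle apart from Cort NPD replicate 3 (810.2), 17.8 to 257 for exocrine pancreas, 1.48 to 24.0 for B cells and lymph node, 1398 to 7820.2 for red blood cells, 19.3 to 517 for brown adipose tissue and 57196 to 300853 for hepatocytes. They were 48.0 to 103 for white adipocytes, 277 to 838 for macrophages, 116 to 488 for mesothelium, 82.6 to 264 for intestine and 0 to 0.0881 for kidney. Figures were drawn with Python 3.11.15.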

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

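The tests of explanations in this part, splits of the libraries included, were chosen only after the result was seen. Exceptions are those of a GC content trend, of macrophages, of immature red blood cells, of depth and of the most abundant genes. All were run on the data in which the patterns were found. The fits of genes and lists are described above.

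Within each group of 4 libraries, 305 measures were examined for a library far from the other 3, by the share of the range that its gap to the nearest of them takes up. Of these, 26 stood apart, where chance gives 15.25: 4 of 56 library measures (2.8 by chance), 12 of 93 sums of marker lists (4.65), 10 of 148 named genes (7.4) and 0 of 8 list means (0.4). Single cases below are therefore mostly what chance gives, and the marker sums exceed it most.

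In eWAT, a library far from the others was found for the TMM factor (0.984 in Veh NPD replicate 1 against 1.03 to 1.04), for the testis and epididymis list (2.51 CPM in Veh HPD replicate 3 against 0.444 to 0.583), for brown adipose tissue (29.3 CPM in Cort HPD replicate 4 against 45.0 to 46.0), for white adipocytes (58476.5 CPM in Veh HPD replicate 4 against 43575 to 44676, and 34458.5 CPM in Cort NPD replicate 4 against 41108.5 to 41930.0) and for macrophages (1509 CPM in Veh NPD replicate 3 against 1633 to 1654). Of the named genes, H2-Aa was at 538 CPM in Veh HPD replicate 3 (334 to 364 in the others), Kcnj15 at 59.1 CPM in the same library (32.7 to 36.4) and Fabp5 at 63.5 CPM in Cort HPD replicate 4 (82.0 to 83.9). No biological explanation was tested for these.

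In liver, the 10 most abundant genes held 35.0% of the counts in Veh NPD replicate 4 (28.6% to 28.8% in the others), 30.8% in Cort NPD replicate 4 (30.4% to 30.5%) and 42.2% in Cort HPD replicate 1 (32.8% to 34.0%). Skeletal muscle transcripts summed to 12.8 CPM in Cort HPD replicate 1 (1.48 to 2.91), white adipocyte transcripts to 69.0 CPM in Cort NPD replicate 1 (98.5 to 103) and kidney transcripts to 0.0881 CPM in Veh HPD replicate 2 (0 in the others). Of the named genes, Gm30692 was at 11.1 CPM in Cort HPD replicate 1 (8.51 to 8.94), Hsd17b6 at 18.2 CPM in Cort NPD replicate 2 (9.35 to 10.6), Txnip at 175 CPM in Veh NPD replicate 3 (97.0 to 107) and Rasl10b at 0.0860 CPM in Veh NPD replicate 4 and 0.407 CPM in Veh HPD replicate 4, with 0 in the other libraries of both groups. No biological explanation was tested for these.

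The eWAT library Cort HPD replicate 4 held transcripts of the epididymis, a signal the paper does not discuss, with a sum of 26027 CPM over the testis and epididymis list against at most 17.8 CPM in any other eWAT library. Gpx5 was at 14368 CPM (at most 8.63 CPM elsewhere), Lcn8 at 2934 CPM (2.00), Lcn9 at 2317 CPM (1.58) and Defb20 at 2239 CPM (1.68). The sperm genes of the list stayed near 0, with Prm2 at 0.380 CPM and Tnp1 at 0. A library of another tissue is argued against by its white adipocyte sum, 0.792 times the median of the other eWAT libraries. RNA from the epididymis, which lies next to the fat pad, is a candidate source: 10 of the 16 genes of the list were at 1 CPM or more and at 10 times or more the highest of the other libraries. As the source of all diet genes in cort-treated eWAT they are argued against, because 38 of its 74 genes were also called without this library (0.200 by chance), where 41 were called in all. For the other 36 genes, an effect of these transcripts cannot be told apart from that of a smaller group, since fits without another Cort library called from 26 genes (without Cort NPD replicate 1) to 79. What else differs in it stays open.

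The liver library Cort NPD replicate 3 held transcripts of skeletal muscle, with a sum of 810.2 CPM against 1.96 to 8.91 CPM in the other libraries of its group. Acta1 was at 282 CPM (at most 23.3 CPM in any other liver library), Tnnc2 at 82.5 CPM (10.7) and Tnni2 at 77.4 CPM (6.52). A library of another tissue under this label is argued against by its hepatocyte sum, 0.928 times the median of the other liver libraries. RNA from skeletal muscle is a candidate source, with 8 of the 12 genes of the list at 10 times or more the highest of the other libraries. As the source of all diet genes in cort-treated liver it is argued against, because 341 of the 729 genes were also called without this library (20.9 by chance), where 356 were called in all. For the other 388 genes, an effect of the muscle RNA cannot be told apart from that of a smaller group or of something else in this library. The count without it was the lowest of the fits that each left out 1 library (356 to 622), and why it weighs so much stays open.

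The liver library left out by the paper, Veh HPD replicate 4, stood apart from the other 3 of its group in its hepatocyte sum (57196 CPM against 118013 to 125263), its macrophage sum (838 CPM against 412 to 464), Aldh1b1 (469 CPM against 87.8 to 133) and Csad (94.3 CPM against 23.1 to 28.1), and it had counts for 17398 genes. A female mouse is argued against by Xist at 0 CPM and Ddx3y at 80.4 CPM. A large share of RNA from another tissue is argued against for the tissues with a marker list. None of these lists exceeded the highest of the other 15 libraries by more than 1.70 times. The mesothelium list was above all of those libraries (488 CPM against at most 286 CPM), so some mesothelial RNA stays open, as do tissues without a list. A lower share of hepatocyte RNA alone would raise the markers of other cell types alike, but against the mean of the other Veh HPD libraries these moved apart, from -0.77 on the log2 scale for B cells (SD 0.82) and -0.66 for red blood cells (SD 0.43) to 0.96 for macrophages (SD 0.097) and 1.48 for mesothelium (SD 0.45), with -1.08 for hepatocytes. Dividing cells may be present: 12 of the 12 genes of a cell division list were above every other liver library. Whether this reflects regeneration, damage or a lesion in that mouse cannot be read from the counts, and no biological explanation was tested. Its effect on the counts of genes is given in the next part.

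Between the diets, the response to cort differed in eWAT for 2 genes (784 at an unadjusted p-value under 0.05, where chance gives 759) and in liver for 14 (1496, where chance gives 619.6), both from edgeR's quasi-likelihood test. The eWAT genes were H2-Ab1 and Syn2, named after their values were seen. Syn2 rose with cort by 2.34 on the NPD and 1.06 on the HPD, an interaction of -1.28 (adjusted p = 0.033 from edgeR's quasi-likelihood test, 0.00031 to 0.18 over its alternatives), and it was lower in cort-treated HPD mice. In eWAT 2 of 60 and in liver 2 of 60 splits of the libraries gave as many genes, the real one included. The other split that did gave 8 genes in eWAT and 276 in liver, more than the real ones, and most other splits gave none (median 0). A chance division of the mice is argued against by these shares alone. In eWAT the excess at an unadjusted p-value is small, and limma voom with or without quality weights and library totals called 0 genes. With all 16 liver libraries 1 gene was called. The lists called for the interaction are not set apart from chance in this way: 3 of 60 splits gave as many as the 9 lists of eWAT, and 25 of 60 as many as the 6 lists of liver.

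The diet effect in cort-treated mice differed between liver and eWAT for 202 genes. The most significant, named after their values were seen, were Alas2 (liver -0.70, eWAT 2.14), Gsn (liver -1.27, eWAT 0.90) and Csad (liver -1.58, eWAT 0.13). A chance division of the mice is argued against, as 1 of 30 splits gave as many. For the larger number of diet genes in liver than in eWAT (729 against 74), the coefficient of variation shared by the genes was larger in eWAT (0.372 against 0.228), but over the 11633 genes compared in both tissues the median standard error of the diet effect was 0.216 in eWAT and 0.221 in liver. A larger spread in eWAT is argued against as the whole cause: over these genes the liver called 621 diet genes, and still a median of 414 (374 to 444 over 100 draws) when noise was added for the 5175 genes with the larger standard error in eWAT, up to that error, where eWAT called 69. Depth is argued against by 663 liver genes and 72 eWAT genes with all libraries thinned to 8933307 counts, and a GC content trend by 740 liver genes after its removal. A few genes that take a large share of the liver counts are argued against by 736 genes without the 10 most abundant. A biological difference between the tissues in their response to the diet under cort may explain it, as a hypothesis. The 7 lists called for the difference between tissues are not set apart from chance, since 5 of 30 splits gave as many.

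Interferon genes were higher in Cort HPD than in Cort NPD liver, by a median of 0.86 on the log2 scale, in a comparison of lists that the paper does not report. A chance division of the 8 mice is argued against (1 of 35 splits gave as small a p for the list), as are a single mouse (the lowest median without 1 of the 8 libraries was 0.77), the scaling of the libraries (0.70 with library totals, where the median of all genes was -0.18) and a GC content trend (0.89 after its removal). More macrophages in the tissue would raise the macrophage list as far, but its median over 12 genes was 0.36, with 0 of them called. A state of the whole mouse, such as an infection, cannot be told apart from an effect of the diet under cort. If eWAT and liver libraries with the same number come from the same mouse, which the labels do not say, their interferon levels within groups correlated with r = 0.787 over 15 pairs (permutation p = 0.11), 0.436 without the 2 farthest pairs. In veh-treated mice the list had medians of 0.24 in eWAT and 0.38 in liver between the diets, which are not set apart from chance (9 of 35 and 4 of 35 splits gave as small a p) and rest on part of the libraries. In liver, Veh HPD replicate 1 was at a mean log2 level of 5.04 and replicates 2 and 3 at 4.29 and 4.25, against 4.00 to 4.25 in Veh NPD. Veh HPD replicate 4, which was left out of the fit, was at 4.97. Without replicate 1 the median was 0.20 (adjusted p = 0.11 from limma's camera). In eWAT, Veh HPD replicates 1 and 4 were at 5.04 and 4.75 and the other 2 at 4.37 and 4.41, against 4.18 to 4.39 in Veh NPD, and the median was 0.12 without Veh HPD replicate 1 and 0.15 without Veh NPD replicate 4. The high Veh HPD libraries thus carried the numbers 1 and 4 in both tissues, but whether these are the same mice is not known. Neither difference in veh-treated mice was called with fry or an estimated correlation (adjusted p = 0.094 and 0.19 in eWAT, 0.20 and 0.43 in liver).

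Red blood cell transcripts were higher in Cort HPD than in Cort NPD eWAT, by a median of 2.06 on the log2 scale over 9 genes, of which 8 were called by edgeR's quasi-likelihood test, a signal outside the genes the paper discusses. The sum of the list was 12719 to 25919 CPM in Cort HPD and 3635 to 6508 CPM in Cort NPD. A chance division of the 8 mice is argued against, as 1 of 35 splits separated the sums as far. A change in the blood of the whole mouse may be its source: in liver too, the mean sum was 2.79 times as high in Cort HPD as in Cort NPD. More whole blood in the fat pad and more immature red blood cells cannot be told apart from it, because the transcripts of neutrophils and platelets went both ways (median -0.17 over the 6 genes at 1 CPM or more) and 1 gene of the list for erythroid precursors was tested (-0.26). In liver, 8 of 9 red blood cell genes were higher in Cort HPD (median 1.54, 6 called). The other, Alas2, was called lower, so not every gene of the list moved the same way there.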

How the results depend on the processing

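The values under an alternative are given here for each count of genes or lists that moved and each direction that reversed, while calls of single lists and genes that were lost or gained are given as counts; 1 alternative, library totals without TMM factors, was chosen only after the data were seen, and the cause of a change was not tested except where stated.

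Counts of genes called. In eWAT, the 9 genes of the diet effect in veh-treated mice became 126 with DESeq2, 24 with limma voom, 54 with sample quality weights, 30 with no filter, 4 with only the 2 groups compared and 16 with library totals, and lay between 5 (without Veh NPD replicate 4) and 64 (without Veh HPD replicate 3) when 1 library was left out. The 74 genes in cort-treated mice became 195 with DESeq2, 142 with quality weights and 165 with only the 2 groups compared, and 26 (without Cort NPD replicate 1) to 79 when 1 library was left out. The 2 interaction genes became 14 with DESeq2, 4 with no filter, 9 with the replicate block and 0 with limma voom, quality weights or library totals, and 0 to 6 when 1 library was left out. The cort effect on the HPD (925 genes) ranged from 581 (without Veh HPD replicate 1) to 1265 and was 643 with only the 2 groups compared.

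In liver, all 16 libraries gave 998 genes for cort on the NPD (1565 without the added library), 7 for the diet effect in veh-treated mice (21), 371 for that in cort-treated mice (729) and 1 for the interaction (14). The shared biological coefficient of variation was higher with that library (0.269 against 0.228). The diet effect in veh-treated mice became 113 with DESeq2, 42 with quality weights and 56 with no filter, and 5 (without Veh NPD replicate 2) to 34 (without Veh HPD replicate 3) with 1 library left out. The interaction became 9 with RLE factors, 130 with DESeq2, 3 with limma voom, 9 with quality weights, 72 with no filter and 23 with library totals, and 2 to 39 with 1 library left out. With 1 library left out, the cort effect on the HPD ranged from 714 to 1113 genes, all below its 1226, and the diet effect in cort-treated mice from 356 (without Cort NPD replicate 3) to 622, all below its 729. The difference of the diet effect between tissues (202 genes) became 129 with no filter, 365 with library totals, 87 with all 32 libraries, 69 with limma voom and 479 with DESeq2, and 87 to 188 with 1 library left out.

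Library totals moved the median log2 fold change of all genes by more than 0.1 in liver for cort on the HPD (to -0.24), the diet effect in cort-treated mice (-0.18) and the interaction (-0.22), and in the tissue difference (from -0.12 to -0.29). The share of called genes that were higher then changed in eWAT for cort on the NPD from 50.7% to 36.1%, for the diet effect in veh-treated mice from 22.2% to 37.5% and in cort-treated mice from 41.9% to 53.4%. In liver it changed for cort on the HPD from 48.0% to 17.8%, for the diet effect in veh-treated mice from 61.9% to 78.6%, in cort-treated mice from 52.4% to 23.2%, and for the interaction from 50% to 21.7% (66.7% with RLE factors). For the tissue difference it changed from 31.2% to 9.59%. The split into higher and lower genes in liver on the HPD therefore depends on the scaling.

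Counts of gene lists called. With the correlation estimated from each list, the lists called fell in eWAT to 6 for cort on the NPD, 3 for cort on the HPD, 1 and 7 for the diet effect in veh-treated and cort-treated mice and 0 for the interaction, and in liver to 5, 3, 0, 1 and 0. With fry they were 2 for the diet effect in veh-treated eWAT and 1 in veh-treated liver, and 0 for the interaction in eWAT and in liver. For the tissue difference both tests gave 0. The diet effect in veh-treated liver (4 lists) gave 8 with no filter and 12 with all 16 libraries. With 1 library left out, the interaction gave 1 to 12 lists in eWAT and 3 to 10 in liver, cort on the NPD in liver 10 to 18, the diet effect in veh-treated liver 2 to 8 and the tissue difference 4 to 10. The medians of lists are not changed by these tests.

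Directions that reversed. In eWAT the interaction of gluconeogenesis was 0.053 with no filter and 0.020 with library totals, and -0.27 to 0.12 with 1 library left out; that of glycolysis was 0.014 with library totals, and -0.25 to 0.031. In liver, IL-6 and JAK signaling for cort on the NPD was 0.0094 with the replicate block and -0.12 to 0.018 with 1 library left out, and on the HPD -0.15 with all 16 libraries, -0.20 with library totals and -0.035 to 0.060. On the NPD, triacylglycerol degradation lay between -0.32 and 0.017 and cholesterol biosynthesis between -0.19 and 0.20. On the HPD, cholesterol biosynthesis was 0.030 with all 16 libraries and -0.21 to 0.29, autophagy -0.061 with library totals, senescence -0.021 with the replicate block, -0.082 with all 16 libraries and -0.042 with library totals, triacylglycerol biosynthesis -0.012 with all 16 libraries and -0.084 with library totals, glucocorticoid receptor targets -0.46 to 0.085 and ER stress -0.20 to 0.080. The diet effect on gluconeogenesis in cort-treated liver was 0.017 with no filter and -0.088 to 0.056. The liver interaction of beta-oxidation was -0.16 with library totals and -0.014 to 0.12, that of autophagy 0.0039 with all 16 libraries and -0.075 to 0.011, that of phagosome formation -0.30 to 0.026 and that of cholesterol biosynthesis -0.35 to 0.18. The tissue difference of the cytokine storm list lay between -0.27 and 0.21 and that of phagosome formation between -0.31 and 0.11. Of genes, the interaction of Khk was 0.015 with all 16 liver libraries, and Nr3c1 for cort on the HPD in liver 0.080 with all 16 libraries and -0.19 to 0.046. With library totals the median of all genes was -0.24 for cort on the HPD in liver, -0.22 in the liver interaction and 0.069 in the eWAT interaction. The 7 list reversals with library totals therefore cannot be told apart from a shift of all genes.

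Other results. Over the alternatives that left out no library, 486 of 508 values for single genes kept their direction and side of the threshold, while 14 became weaker, 6 stronger and 2 reversed. For lists, 564 of 667 did, with 68 weaker, 19 stronger and 16 reversed, and 119 of 170 counts or ratios stayed within their limits. With 1 library left out, 472 of 504 values for genes were the same (30 weaker, 1 stronger, 1 reversed), 1405 of 1538 for lists (51, 43 and 39) and 64 of 311 counts or ratios moved beyond their limits. RLE factors changed 0 of 100 lists and 0 of 60 genes. The replicate block changed 2 of 60 genes and 3 of 100 lists, and the replicate numbers are not shown to pair the samples: residuals of the same number correlated between -0.131 and 0.253 within a tissue (over 0.1 for 4 of 45 pairs) and between -0.00377 and 0.0624 between tissues. With genes at the counting floor set to their bound, 5 of 232 list medians moved, by at most 0.18, and 0 changed sign. DESeq2 and limma voom were not run for the lists.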

Differences from the paper's values

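The paper counts 16 genes that differ between HPD and NPD eWAT of veh-treated mice, where 9 were called here. Among the alternatives set before the data were examined, limma voom (24 genes) and leaving out Veh NPD replicate 2 (11), Veh NPD replicate 3 (12) or Veh HPD replicate 4 (16) came within 1.5 times of the paper's count. The RLE factors (9), DESeq2 (126), limma voom with sample quality weights (54), no filter (30), the fit of only the 2 groups compared (4), the replicate block (9) and leaving out any of the other libraries (5 to 64) did not. Library totals without TMM factors also gave 16 genes, an alternative chosen after seeing the values.

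In HPD liver the paper counts 2086 genes that change with cort, where 1226 were called here. DESeq2 (1534) and limma voom with sample quality weights (1514), both set before the data were examined, came within 1.5 times of the paper's count, and so did library totals without TMM factors (1547), which were chosen after seeing the values. The RLE factors (1229), limma voom (1274), no filter (1099), only the 2 groups compared (839), the replicate block (1003), all 16 liver libraries (1114) and leaving out 1 library (714 to 1113) did not.

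In cort-treated liver the paper counts 1344 genes that differ between the diets, where 729 were called here. DESeq2 (1075) and limma voom with sample quality weights (1034) came within 1.5 times of it, as did library totals (951), chosen after seeing the values. Of the alternatives set before the data were examined, the RLE factors (726), limma voom (707), no filter (696), only the 2 groups compared (559), the replicate block (644), all 16 liver libraries (371) and leaving out 1 library (356 to 622) did not.

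The paper ranks the cort response of HPD liver above that of NPD liver in the number of genes, where more genes were called on the NPD here (1565 against 1226). The ranking was the paper's with all 16 liver libraries (998 on the NPD and 1114 on the HPD) and with library totals, chosen after seeing the values (1392 and 1547), and in none of the 7 other alternatives that kept the same libraries. The other counts the paper gives were within 1.5 times of those here. For the genes shared by the diets, read by eye, the Venn diagrams of Figure 6 give about 540 in eWAT and about 700 in liver, and 543 and 549 were found here. For the principal components, Supplemental Figure S1 gives about 23% and about 14% in eWAT and about 27% and about 23% in liver, read by eye, against 17.3%, 13.6%, 26.1% and 20.3%.

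In liver, the paper shows macrophage classical activation among the pathways without a diet effect, where the interaction of the list was called here (median 0.43, adjusted p = 0.0022 from limma's camera, 0.15 with all 16 libraries). It places the cytokine storm pathway among those with a diet effect, of which it proposes that the HPD strengthened many of the decreases, where the response of the list was less negative on the HPD (interaction 0.40, adjusted p = 0.016 from limma's camera). That call was lost with all 16 libraries, with fry and with an estimated correlation. With glycolysis the paper shows no diet effect, where camera called a negative interaction (-0.39, adjusted p = 0.041 from limma's camera), which fry did not (0.12).

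The paper shows a diet effect in liver for leukocyte extravasation, phagosome formation, IL-6 and JAK signaling, oleate biosynthesis, ER stress, gluconeogenesis, senescence, sucrose degradation, autophagy, citrulline biosynthesis, heme biosynthesis and the spliceosomal cycle, where the interaction of each list was not called (adjusted p = 0.061 to 0.995 from limma's camera, medians from -0.45 to 0.08). The first 2 and senescence were called with all 16 liver libraries (-0.69, -0.40 and -0.57), leukocyte extravasation and senescence also without Cort NPD replicate 1 (-0.34 and -0.36), oleate biosynthesis without Cort NPD replicate 3 (-0.58), senescence without Veh HPD replicate 3 (-0.29) and without Cort HPD replicate 2 (-0.31), and ER stress with no filter (-0.23), with library totals, chosen after seeing the values (-0.45), and in 5 of the 15 fits that each left out 1 library. In eWAT, the paper shows leukocyte extravasation, the Th1 and the Th2 pathway, Fc gamma receptor-mediated phagocytosis and the complement system among the pathways without a diet effect, where camera called a positive interaction of these lists (Th1 and Th2 as 1 list), with medians of 0.28, 0.28, 0.28 and 0.19 (adjusted p = 0.0088, 0.021, 0.033 and 0.033 from limma's camera), and fry or an estimated correlation called none of them. In eWAT, interactions of the interferon and cytokine storm lists were not called (adjusted p = 0.072 and 0.076 from limma's camera), while the paper shows a diet effect for them. The interferon list was called without Veh NPD replicate 4 (0.23) and without Veh HPD replicate 1 (0.38), and the cytokine storm list in 4 of the 16 fits that each left out 1 library.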

Other observations

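The tests of explanations in this part, splits of the libraries included, were chosen only after the result was seen. Exceptions are those of the number of vehicle libraries, of a GC content trend and of the time of day. How the last is read was changed after its result was seen. The fits of genes and lists are described above.

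For each count of called genes, the libraries were also divided in other ways. In eWAT, 1 of 35 splits (the real one) gave as many genes for cort on the NPD, for cort on the HPD, and for the diet effect in veh-treated and in cort-treated mice. In liver, 1 of 35 did for cort on either diet and for the diet effect in cort-treated mice, and 3 of 35 gave as many as the 21 genes of the diet effect in veh-treated mice, which are therefore not set apart from a chance division. For the number of lists called, 1 of 35 splits gave as many for cort on the NPD in eWAT. The other numbers of lists are not set apart from chance: as many were given by 5 (cort on the HPD), 4 (diet, veh) and 2 (diet, cort) of 35 splits in eWAT, and by 2 (cort on the NPD), 6 (cort on the HPD), 27 (diet, veh) and 4 (diet, cort) of 35 in liver.

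Fewer cort genes were called in HPD than in NPD liver (1226 against 1565). The 3 against 4 vehicle libraries cannot be told apart from a difference between the diets: without 1 of the Veh NPD libraries, the NPD count was between 1078 and 1460. The scaling of the libraries may decide the order, since library totals gave 1547 genes on the HPD and 1392 on the NPD.

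In eWAT, the lists of cholesterol biosynthesis, triacylglycerol biosynthesis, gluconeogenesis and glycolysis were lower in Cort HPD than in Cort NPD. A chance division of the 8 mice is argued against for each of them (1 of 35 splits gave as small a p), as are the scaling of the libraries (the highest of the 4 medians was -0.25 with library totals), a single mouse (-0.19 without 1 of the 8 libraries, with 0 calls lost) and a GC content trend (-0.32 after its removal). In veh-treated mice, 3 of the 4 lists were called lower on the HPD as well. A lower share of adipocyte RNA cannot be told apart from a change within adipocytes, because the white adipocyte list moved the same way, by a median of -0.14 over 9 genes.

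A list of 12 glucocorticoid receptor targets was lower in Cort HPD than in Cort NPD, by a median of -0.29 in eWAT (adjusted p = 0.0092 from limma's camera, 11 of 12 genes lower, 0 called over all genes tested and 1 when adjusted over the list alone) and -0.62 in liver (adjusted p = 0.042 from limma's camera, 9 of 12 lower, 1 and 6 called). Neither passed with limma's fry (adjusted p = 0.29 and 0.22) or with an estimated correlation (0.42 and 0.69), and in liver the call was lost in 4 fits that each left out 1 library, for example without Cort NPD replicate 1 (-0.49, adjusted p = 0.074). Chance remains: 2 of 35 splits in eWAT and 7 of 35 in liver gave as small a p. A smaller cort response of all genes on the HPD is argued against by response ratios of 0.936 and 0.984. Fewer receptor transcripts cannot be told apart from an effect on the targets alone, because the log2 fold change of Nr3c1 lay within its spread, at 0.14 (SE 0.13, adjusted p = 0.78 from edgeR's quasi-likelihood test) in eWAT and 0.21 (SE 0.16, adjusted p = 0.47 from the same test) in liver. Tissue taken at another time of day cannot be told apart from an effect of the diet: 0 of 14 and 0 of 15 genes of a circadian clock list were called (2 and 2 at an unadjusted p-value under 0.05), but so few of the targets were called that this decides nothing, and the clock genes moved by -0.64 to 0.80 in eWAT and -0.89 to 0.55 in liver. The interaction of the list was -0.46 in eWAT and -0.56 in liver (adjusted p = 0.0088 and 0.0060 from limma's camera). For cort on the NPD, where the list rose, 5 of 35 splits in eWAT and 10 of 35 in liver gave as small a p, so that the rise is not set apart from chance. The interaction was lost without Veh NPD replicate 3 (-0.32 and -0.42) and without Veh HPD replicate 2 (-0.23 and -0.12).

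The list of amino acid catabolism and the urea cycle, which the paper does not show, was higher on the HPD in liver of veh-treated mice (median 0.40, adjusted p = 1.0e-06 from limma's camera, 0 of 20 genes called and 5 when adjusted over the list alone) and of cort-treated mice (0.39, adjusted p = 1.2e-07 from limma's camera, 6 and 9 genes). Limma's fry called the latter (adjusted p = 0.0083) and not the former (0.088), and an estimated correlation called neither (0.26 and 0.33). Neither is set apart from chance, as 3 of 35 splits for the latter and 2 of 35 for the former gave as small a p. In cort-treated liver, Fgf21 differed between HPD and NPD by -0.65 (adjusted p = 0.52 from edgeR's quasi-likelihood test) and Gcgr by -0.40 (adjusted p = 0.075 from edgeR's quasi-likelihood test), and Gcgr was called with DESeq2 (-0.39, adjusted p = 0.044), with quality weights (-0.42, adjusted p = 0.031) and with library totals (-0.57, adjusted p = 0.021). In eWAT, Ins1, Ins2 and Gcg had counts in all 4 groups, with means from 9.12 to 39.4 CPM, from 15.0 to 74.7 CPM and from 1.13 to 8.27 CPM, and were not called between any groups (smallest adjusted p = 0.11 from edgeR's quasi-likelihood test, for Gcg with cort on the HPD, log2 fold change 2.86).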
